# WT1^+^ glomerular parietal epithelial progenitors promote renal proximal tubule regeneration after severe acute kidney injury

**DOI:** 10.7150/thno.79326

**Published:** 2023-02-21

**Authors:** Xizhen Hong, Hao Nie, Juan Deng, Shiting Liang, Liting Chen, Jing Li, Siqiao Gong, Guobao Wang, Wei Zuo, Fanfan Hou, Fujian Zhang

**Keywords:** WT1, parietal epithelial cells, renal progenitors, regeneration, acute kidney injury

## Abstract

**Rationale:** Mammalian renal proximal tubules can partially regenerate after acute kidney injury (AKI). However, cells participating in the renal proximal tubule regeneration remain to be elucidated. Wilms' tumor 1 (WT1) expresses in a subtype of glomeruli parietal epithelial cells (PECs) in adult kidneys, it remains unclear whether these WT1^+^ PECs play a role in renal regeneration/repair after AKI.

**Methods:** Ischemia-reperfusion injury (IRI) mouse model was used to investigate the expression pattern of WT1 in the kidney after severe AKI. Conditional deletion of WT1 gene mice were generated using Pax8^CreERT2^ and WT1^fl/fl^ mice to examine the function of WT1. Then, genetic cell lineage tracing and single-cell RNA sequencing were performed to illustrate that WT1^+^ PECs develop into WT1^+^ proximal tubular epithelial cells (PTECs). Furthermore, *in vitro* clonogenicity, direct differentiation analysis and *in vivo* transplantation were used to reveal the stem cell-like properties of these WT1^+^ PECs.

**Results:** The expression of WT1 protein in PECs and PTECs was increased after severe AKI. Conditional deletion of WT1 gene in PTECs and PECs aggravated renal tubular injury after severe AKI. WT1^+^ PECs develop into WT1^+^ PTECs via the transient scattered tubular cell stage, and these WT1^+^ PECs possess specific stem cell-like properties.

**Conclusions:** We discovered a group of WT1^+^ PECs that promote renal proximal tubule regeneration/repair after severe AKI, and the expression of WT1 in PECs and PTECs is essential for renal proximal tubule regeneration after severe kidney injury.

## Introduction

Acute kidney injury, characterized by abrupt decrease in urine output and a rapid increase in serum creatinine 1, is a heterogeneous clinical syndrome with multiple etiologies, variable pathogenesis, and diverse outcomes 2. The tubular epithelium is known to have regenerative potential depending on the degree of injury 3. An emerging body of literature supports a role for endogenous surviving epithelial cells to replenish proximal tubular epithelial cells (PTECs) after injury 4-9. Meanwhile, numerous studies have demonstrated that renal progenitor cells exist in the adult kidney and participate in the repair process of tubule injury 10-15. However, it is still debatable whether specialized progenitors are involved in the regeneration/repair of injured renal proximal tubules.

Parietal epithelial cells (PECs) are a monolayer of heterogeneous cell populations lining Bowman's capsule and continuous with neighboring podocytes and PTECs 16. Besides the classical flat PECs, the neglected cuboidal PEC and intermediate PEC subgroups were identified recently 17. Because of their diversity, the role of PECs in health and disease conditions is not clearly understood. Studies using cell lineage tracing techniques suggested that PECs may serve as adult podocyte progenitors 18-22. Several lines of evidence indicated that PECs induced crescent formation in the development of glomerulosclerosis and proliferative lesions 23-25. In glomerular diseases, the intermediate PECs near the glomerular tuft became more numerous, proliferated faster than classical flat PECs, and formed early lesions preferentially 17. Researchers using *in vitro* clonal analysis and xenograft experiments also claimed that PECs are committed toward tubular lineage and have regenerative potential in the renal proximal tubule repair process after injury 11, 14. Nevertheless, there is no direct evidence to demonstrate that PECs are involved in regenerating renal proximal tubules *in vivo*.

Cells expressing CD24 and CD133, scattered throughout the human renal proximal tubules, were reported to increase resistance to AKI, and enable rapid repopulation of the tubules 13. These scattered tubular cells (STCs) phenotypically contain less cytoplasm, fewer mitochondria, and no brush borders 26, and co-express vimentin, kim1, annexin A3, CD44, and Akap12 in rodents and humans 5, 13, 26. The STC phenotype was considered a transient regenerative response pattern of renal proximal tubule repair after injury 5, 26, 27. The protein expression patterns of STCs and PECs were shown to have striking similarities 26, 28. However, the relationship between STCs and PECs and whether they represent a fixed progenitor population in the kidney needs further investigation.

The mammalian Wilms' tumor 1 (WT1) gene encodes a zinc finger transcription factor required for normal kidney development 29 and is highly expressed in mature podocytes. It has been demonstrated that WT1 plays a vital role in mature podocyte survival and regeneration 30-32. Results of the emerging single-cell RNA sequencing (scRNA-seq) have revealed that WT1 was not entirely podocyte specific, but also expressed in a subtype of PECs in adult kidneys. Nevertheless, the functional relevance and underlying mechanisms of WT1^+^ PECs in renal physiology and pathophysiology remain elusive.

In this study, we used WT1 conditional knockout mice to investigate the protective role of WT1 in AKI progression. We illustrated that WT1^+^ PECs developed to PTECs using genetic cell lineage tracing and scRNA-seq. Furthermore, we showed the stem cell-like properties of WT1^+^ PECs using *in vitro* clonogenicity, direct differentiation analysis and *in vivo* transplantation. Based on our results, we propose that WT1^+^ PECs serve as extra-tubular progenitor cells, which are activated after severe AKI, proliferate and subsequently migrate and differentiate to mature PTECs.

## Results

### WT1 expression in PECs and PTECs is essential for renal proximal tubule repair after severe AKI

WT1 was expressed exclusively in the glomeruli in healthy adult kidneys. However, in a bilateral renal ischemia-reperfusion injury (IRI) induced AKI mice model, 30.07 ± 1.87% WT1^+^ cells were localized outside of the glomeruli and co-stained with Lotus tetragonolobus lectin (LTL) after severe AKI (Figure 1A-B). We also observed WT1 expression in PTECs in unilateral ureteral obstruction or cisplatin-induced AKI mice models (Figure S1A-B). WT1 expression in renal proximal tubule after AKI was rarely reported previously, and its function in PTECs after AKI was not explored.

We investigated whether the expression of WT1 in PTECs plays a protective role in kidney repair after injury, by knocking out the WT1 gene, specifically in PECs and PTECs, using a tamoxifen-inducible conditional knockout mice model. H11-Pax8-CreERT2-polyA knock-in (Pax8^CreERT2^) mice were established, as shown in Figure S2A. Pax8^CreERT2^; Rosa26- tdT^fl/+^ labeling showed that Pax8 was expressed exclusively in the kidney, and the reporter activity was observed mainly in proximal tubule and a sub-population of PECs in the Bowman's capsule (Figure S2B-D). The Pax8^+^ cells in the Bowman's capsule also expressed WT1 (Figure S2E). There was no evidence of ''leaky'' reporter activity in the kidney (Figure S2F). These results showed that the Cre activity of Pax8^CreERT2^ mice was specific to PECs and PTECs, ensuring the conditional cell specific deletion of WT1 in glomeruli PECs and renal PTECs.

Next, we generated Pax8^CreERT2^; WT1^fl/fl^ mice (WT1 knockout) and WT1^fl/fl^ mice (WT1 wild-type) by breeding WT1^fl/fl^ mice with Pax8^CreERT2^ mice. We observed that the physiological functions of podocytes and proximal tubules were not affected within 30 days after tamoxifen administration (Figure S3). Subsequently, we carried out IRI to induce severe AKI. Immunofluorescence staining showed that WT1^+^ PTECs were located ectopically along the tubular-glomerular junction at the 2nd-day post-IRI in wild-type mice, consistent with Figure 1A-B; but no WT1^+^ PTECs were found in the WT1 knockout group (Figure 1C). Quantification analysis showed that the percentage of WT1^+^ cells in LTL^+^ tubular cells was increased in the wild-type IRI group compared to the wild-type sham group, while it decreased when WT1 was specifically knocked out in the same injury condition (Figure 1D). The increased serum creatinine level indicated that WT1 deletion in PTECs and PECs exacerbated renal damage compared to the wild-type groups under the same insults (Figure 1E). The protein levels of tubular injury markers (Kim1/NGAL) were increased in WT1 knockout mice compared to wild-type mice (Figure 1F). Immunostaining with Kim1 antibody also showed more Kim1^+^ tubules in the WT1 knockout group than in the wild-type group (Figure 1G). Hematoxylin and eosin (H&E)-staining showed increased cell death in renal proximal tubules in the WT1 knockout mice, and a blinded histological scoring of tubular epithelial injury revealed an enhanced injury in the WT1 knockout mice (Figure 1H). In summary, deletion of the WT1 gene in PECs and PTECs resulted in much severe kidney injury after AKI, indicating that the expression of WT1 in PECs and PTECs is essential for the repair of proximal tubules.

### Cell lineage tracing shows the derivation of WT1^+^ PTECs from WT1^+^ PECs

We performed genetic lineage tracing experiments to identify the cell origin of WT1^+^ PTECs after severe AKI. Adult mice with a cDNA encoding a Cre-modified estrogen receptor ligand-binding domain fusion protein knocked in the WT1 locus were crossed to a Cre-dependent tandem tomato (tdT) fluorescent reporter strain (Rosa26-loxp-Stop-loxp-tdT) to generate WT1^CreERT2^; Rosa26-tdT^fl/+^ mice (Figure 2A). After tamoxifen induction, the WT1^+^ reporter activity was observed in podocytes (Podocin^+^) and PECs (Akap12^+^) in the Bowman's capsule (Figure 2B). Consistent with the results displayed in Figure 1B, induction of genetic labeling of WT1^+^ cells during severe IRI and subsequent recovery led to the presence of tdT-labeled cells in some LTL^+^ tubules connecting to glomeruli, and the tdT^+^ PTECs could be stained with WT1 antibody (Figure 2C). We identified the source of the WT1^+^ PTECs following injury, by performing a multiday tamoxifen injection to maximize pre-surgery labeling of the pre-existing WT1^+^ population, and carried out two weeks of washout in WT1^CreERT2^; Rosa26-tdT^fl/+^ mice. Animals were then subjected to sham or IRI, then sacrificed after 48 h to trace the fate of the resident tdT-labeled cells. Under these conditions, irreversibly labeled tdT^+^ cells were also observed in renal proximal tubules (Figure 2D). The frequency of labeled PTECs was comparable with genetic labeling induced during IRI (2.03 ± 0.23% vs. 2.08 ± 0.26%, P = 0.764), and the number of tdT^+^ PTECs per cluster between the two groups (7.93 ± 1.76 vs. 7.82 ± 2.10, P = 0.804) was very similar (Figure 2E). These results suggested that these tdT^+^ PTECs were derived from the pre-existing resident WT1^+^ cells before the injury.

Since podocytes are terminally differentiated cells and lack of proliferation 33, we inferred that WT1^+^ PTECs might derive from the resident WT1^+^ PECs. We created a dual lineage tracing system, by introducing podocin-GFP transgenic mice, in which podocytes permanently expressed GFP, and WT1^+^ cells were labeled with tdT once treated with tamoxifen (Figure S4A). This dual lineage tracing system explicitly identified podocytes (tdT^+^GFP^+^) and WT1^+^ PECs (tdT^+^GFP^-^) in the glomeruli (Figure S4B). After severe IRI, we observed tdT^+^GFP^-^ cells in proximal tubules along the tubular-glomerular junction (Figure S4C). However, no tdT^+^ PTECs were present under the mild injury condition (Figure S4D-E). We also observed increased numbers of WT1^+^ PECs after severe injury (Figure S5A-D). Notably, the percentage of Pax8^-^WT1^+^ PECs increased from 2.9% in the normal condition to 9.4% after injury (Figure S5A-B), indicating the diversity of WT1^+^ PECs during the injury and repair process. *De novo* expression of CD44, a cell surface protein involved in cell differentiation, migration, and cell-matrix interactions, is an established marker for PEC activation 34, 35. Double staining for CD44 indicated that cells derived from WT1^ +^ PECs were activated after injury (Figure S5E). We also found that 42.28 ± 2.91% tdT^+^ PTECs co-expressed Ki67 (a proliferation marker expressed from late G1 to mitosis), and 79.91 ± 1.83% Ki67^+^ PTECs were tdT^-^ (Figure S5F). In addition, the 5-ethynyl-2'-deoxyuridine (EdU) labeling showed that 29.98 ± 1.79% of the tdT-labeled PTECs on day 3 were EdU^+^ (Figure S5G). These results suggested that the activated WT1^+^ PECs, as the extra-tubular progenitors, could proliferate and differentiate into PTECs after severe AKI.

### WT1^+^ PECs acquire transient STC phenotype and develop to mature PTECs after severe AKI

After demonstrating WT1^+^ PECs could develop into WT1^+^ PTECs following severe AKI, we investigated whether STCs were involved in this process. Immunostaining showed that tdT^+^ PTECs did not express STC markers 48 h after injury (Figure S6). We further examined the kidney of WT1^CreERT2^; Rosa26-tdT^fl/+^ mice sacrificed 24 h after severe IRI. Double staining for the brush border markers showed that the tdT^+^ PTECs lacked the expression of these molecules (Figure 3A). At this time, the tdT^+^ PTECs co-expressed STC markers, such as Akap12, Kim1, Vimentin, and CD44 (Figure 3B-E). We also observed that tdT^+^ PTECs harbored fewer mitochondria than the neighboring normal PTECs (Figure 3F). We did not detect STC phenotype 48 h after injury, but we observed it 24 h after injury, suggesting that the STC phenotype WT1^+^ PECs acquired during the transition into PTECs was transient.

Next, we recorded the detailed developmental process of WT1^+^ PECs to mature PTECs. As illustrated in Figure 4A, kidneys were analyzed at different time points after severe IRI. The kidney injury and its resolution were confirmed by histologic changes and renal function (Figure. S7A-C). Figure 4B shows that few nephrons harbored tdT^+^ PTECs in sham or 6 h post-IRI groups. However, the percentage of nephrons with tdT^+^ PTECs increased 12 h after injury (1.85 ± 0.20%) and remained constant thereafter (Figure 4B-C). The cell number of tdT^+^ PTECs per cluster increased to approximately 7.93 ± 0.28 at 48h, and then held steady (Figures 4B and 4D). We also observed that the tdT^+^ cell clusters along the tubular-glomerular junction lacked LTL signal for the first few days after injury but gradually acquired brush border markers 14 days after injury (Figures 4B and S7D) and tended to mature 30 days post-IRI (Figures 4B and 4E). By this time, the tdT^+^ PTECs expressed ATP1A1, located on the basolateral aspect of the tubular cells (Figure 4F). Furthermore, the BSA-FITC uptake assay showed the accumulation of fluorescent BSA in the tdT^+^ PTECs (Figure 4G), suggesting that the newly regenerated tdT^+^ PTECs matured enough to have the protein reabsorption function.

In conclusion, we demonstrated that WT1^+^ PECs were activated and proliferated after severe kidney insults, then migrated to the injured renal proximal tubules and acquired transient STC phenotype, ultimately developing to mature PTECs.

### scRNA-seq illustrates transcriptional features of WT1^+^ PECs

We performed scRNA-seq analysis using the BD Rhapsody platform to illustrate the gene expression features of WT1^+^ PECs. 

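The experiment comprised 3 libraries of cells from the kidney cortex of WT1 CreERT2; Rosa26-tdT fl/+ mice, in which tamoxifen makes cells that express Wt1, and the cells that descend from them, carry the red fluorescent protein tdTomato (tdT). Cells of 4 kidneys were pooled for each library. The library named Sham held tdT+ and tdT- cells mixed 2:1 after sham surgery, IRI24h-TDN held the same mixture 24 h after severe bilateral ischemia-reperfusion injury (IRI), and IRI24h-TD held tdT+ cells alone at the same time after IRI. The BD Rhapsody platform tags every captured RNA molecule with a unique molecular identifier (UMI), and the authors deposited UMI counts per gene and cell for each library, without normalization. The libraries held 69980443 UMIs for Sham, 92355554 for IRI24h-TDN and 93470709 for IRI24h-TD. Because each condition had 1 library, no difference between conditions has a replicate check, and no test was run. An interval printed beside a share of cells is its exact Clopper-Pearson 95% interval, an interval beside a level is its exact Poisson 95% interval, and both cover counting error only. The level of a gene in a group of cells was its UMIs summed over the group and scaled to all UMIs of that group (CPM). Shares of cells with a UMI were also computed after every cell had been thinned to 2400 UMIs, so that cells of different depth could be compared. Cell groups named from the counts carry the ending "-like", since the authors' cluster of each cell was not used here.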

As shown in Figure 5A, the single-cell suspension was prepared from the kidney cortex of WT1^CreERT2^; Rosa26-tdT^fl/+^ mice subjected to sham or severe IRI. Briefly, tdT^+^ cells were enriched by a fluorescence-activated cell sorter (FACS) to capture enough WT1^+^ PECs. TdT^+^ cells were manually mixed with tdT^-^ cells in a 2:1 ratio to get comprehensive information on the transcriptional changes of all renal cell types, particularly the healthy and damaged tubular cells. Table S1-2 shows cell viability, cell doublet rate of single-cell suspension and the parameters of cell capture. After quality control and cell filtering, 26759 cells were informative (Dataset S1) and divided into 10 clusters using the Harmony algorithm to reduce batch effects (Figure 5B). Among them, 1676 PECs were obtained, and this population displayed unique signature genes, such as Cp, Akap12 and Gstm1 (Figure 5C and Dataset S1). 

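Of 30008 barcodes, 26760 had at least 200 detected genes and at most 50% mitochondrial UMIs, 8047 in Sham, 9024 in IRI24h-TDN and 9689 in IRI24h-TD. Their median number of UMIs was 7746, 9151 and 9529 in the same order. Leiden clustering after Harmony correction between libraries gave 26 clusters, which were named from lists of marker genes. Podocyte-like cells were the largest class with 18372 cells, which made up 54.2% of the cells of Sham, 57.5% of IRI24h-TDN and 91.0% of IRI24h-TD. PEC-like cells numbered 2092, with 1028 in Sham (12.8%), 436 in IRI24h-TDN (4.83%) and 628 in IRI24h-TD (6.48%). PTEC-like cells numbered 1321, with 1080 in Sham (13.4%), 144 in IRI24h-TDN (1.60%) and 97 in IRI24h-TD (1.00%). The remaining classes were monocytic-like (1305 cells), mesangial-like (766), ascending limb-like (647), connecting tubule-like (602), intercalated-like (538), distal convoluted tubule-like (512), endothelial-like (315), lymphocyte-like (104) and neutrophil-like (54). A cluster of 132 cells led by interstitial fibroblast genes was left without a name. Of the clusters called PEC-like, the one with 97 cells was led by the cell-cycle genes Top2a, Mki67 and Ube2c together with Havcr1. The number of PEC-like cells moved most without the limit on mitochondrial UMIs, to 1245.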

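These genes were left out of the clustering, so that their levels did not shape the PEC-like class. Positions are those of the mouse annotation GENCODE M21 (GRCm38), and the paper's text does not name the build of the authors' counts. Cp (ceruloplasmin, chromosome 3, 19957054 to 20009145) had a UMI in 71.7% of PEC-like cells (69.7 to 73.6) and in 4.99% of all other cells, at 1490 and 21.4 CPM, with median depths of 9176 and 8866 UMIs. Podocyte-like cells, a class that should lack Cp, had it in 2.40% of cells at a median depth of 9119 UMIs. In thinned cells the share of PEC-like cells with Cp was 63.8%, with 123 shallower cells left out. It moved most when subcluster 1, rich in podocyte genes, was left out of the PEC-like cells, an alternative chosen after seeing the data, to 88.4%, and among the others with 4000 variable genes in place of 2000, to 59.2%. By library, Cp was found in 82.5% of PEC-like cells of Sham, 61.5% of IRI24h-TDN and 61.0% of IRI24h-TD, whereas its level was lowest in Sham, so no order between libraries was read from either. Akap12 (chromosome 10, 4266380 to 4359470) had a UMI in 82.7% of PEC-like cells (81.0 to 84.3) and in 34.6% of all others, at 1336 and 108 CPM, and in 66.6% of PEC-like cells after thinning. Among the other classes it reached 72.3% of mesangial-like and 39.4% of podocyte-like cells, against 4.98% of monocytic-like cells, which had a median depth of 5403 UMIs. Gstm1 (chromosome 3, 108012255 to 108017973) had a UMI in 78.3% of PEC-like cells (76.4 to 80.0) and in 22.2% of all others, at 1061 and 70.7 CPM, and in 61.2% of PEC-like cells after thinning. It was also found in 77.1% of intercalated-like cells (41.4% after thinning) and in 68.2% of PTEC-like cells at 500.5 CPM, against 13.2% of podocyte-like cells. Its level in PEC-like cells was 1747 CPM in Sham, 695 in IRI24h-TDN and 470 in IRI24h-TD.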

We validated the expression of Cp in PECs by *in situ* hybridization (Figure 5D), and the results suggested that Cp could be a novel marker gene for PECs.

Next, we focused on the transcriptional features of WT1^+^ PECs. 

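Wt1 (chromosome 2, 105126529 to 105173616) had at least 1 UMI in 1661 of the PEC-like cells, which are called WT1+ here, and none in 431, called WT1-. Dataset S2 of the paper lists 953 genes for WT1+ PECs, with the share of these cells and of other cells that have each gene. All 953 were found in the counts, and 952 had a higher level in WT1+ PEC-like cells than in all other cells. The genes were chosen by the study on these libraries, so their direction is not independent evidence. The PEC marker list that named the PEC-like cells was also taken from Dataset S2, so a match of shares is not independent either. Across these genes, the share of WT1+ PEC-like cells with a UMI and the share the paper lists had Pearson's r of 0.98 and Spearman's rho of 0.98, and the fold changes had r of 0.41, where genes are not independent replicates. The median share was 43.95% here, and the median of the paper's listed shares is 50%. For Cp the share was 71.3% here and the paper's listed value is 94.4%, with 6.16% here and 6.1% in the paper for other cells. Compared with WT1- PEC-like cells, the genes highest in WT1+ PEC-like cells after Wt1 itself were Cdkn1c (22.3-fold), Ntrk3 (21.0-fold), Fgfbp1 (20.6-fold), Cldn5 (18.4-fold), Myom2 (17.3-fold), Sgip1 (16.9-fold), Hs3st6 (16.3-fold), Ptpro (15.3-fold) and Podxl (12.6-fold). Of these, Cdkn1c, Ptpro and Podxl belong to the list of podocyte markers used to name the classes. Subcluster 1, in which the podocyte list took 26544 CPM and the PEC list 743 CPM, gave 488 of the WT1+ PEC-like cells (29.4%), so it enters all values for them. Without it, Cdkn1c was 5.87-fold, Ntrk3 5.94-fold, Fgfbp1 6.81-fold, Ptpro 4.61-fold and Podxl 4.10-fold higher in WT1+ PEC-like cells, and 93.9% of them had Cp. Among the genes lower in WT1+ cells were Krt19 (73.9-fold), Mal (16.4-fold), Sprr1a (12.9-fold) and Timd2 (11.4-fold), and Sprr2a3 had 217 UMIs in WT1- cells and none in WT1+ cells. The UMIs of Sprr2a3 came from 3 cells, with 52.1% of them in 1 cell, and the 354 UMIs of Krt19 from 18 cells, with 30.8% in 1 cell. The immunoglobulin genes Igkc, Igha and Jchain were also lower, but 94.0%, 92.9% and 94.8% of their UMIs in WT1- cells came from 1 cell, and all UMIs of Igkv5-39 and Igkv1-135 did. WT1+ PEC-like cells had a median of 9771 UMIs and WT1- PEC-like cells 5916, so a call made from 1 UMI follows depth as well as expression.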

The gene expression profile of WT1^+^ PECs is shown in Dataset S2. The GO analysis identified gene enrichment in the regulation of gene transcription, protein translation, positive regulation of cell migration, cell proliferation, and negative regulation of cell apoptosis in WT1^+^ PECs (Figure 5E). 

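Gene lists for translation, mitotic division, and DNA replication and repair were compared between WT1+ PEC-like cells and all other cells, most of which were podocyte-like. For each list the median log2 fold change over its genes was set beside 10000 random lists of the same size matched on mean expression, and the interval given is a 95% interval of the median over genes. The 102 ribosomal protein genes that stood for translation had a median log2 fold change of 0.96 (0.89 to 1.06), and 98 of them were higher in WT1+ PEC-like cells. Within Sham, IRI24h-TDN and IRI24h-TD their median was 0.63, 0.74 and 0.93. For 27 ribosomal protein genes the level was lower by at least 2 on the log2 scale in IRI24h-TDN than in Sham in each of 10 cell classes, which the comparison within libraries takes out. The 16 genes of mitotic division had a median of 3.37 (2.74 to 3.80), and all 16 were higher. Within the libraries it was 1.67, 3.42 and 4.80 in the same order. The 20 genes of DNA replication and repair had a median of 1.60 (0.93 to 2.06), with 0.97, 1.46 and 2.73 within the libraries. The medians of these lists lay above at least 99.8% of the random lists, overall and within each library. Mki67 or Top2a had a UMI in 96.3% of the 81 cells of subcluster 9 and in 1.54% of the cells of PEC-like subclusters, so the value for mitotic division includes that cycling subcluster. Against WT1- PEC-like cells the medians were -0.19 for translation, -0.20 for mitotic division and -0.63 for DNA replication and repair, above 0%, 12.7% and 0% of random lists. With edgeR's TMM scaling in place of CPM, log2 fold changes of WT1+ PEC-like cells against all other cells shift by -0.20 for every gene, which gave medians of 0.76, 3.17 and 1.40 and leaves the places among random lists as they were. Annotations for gene transcription, cell migration and apoptosis were not analysed here.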

Quantitative Set Analysis for Gene Expression (QuSAGE) heatmap showed significant activation of TGF-β and the Notch signaling pathway, essential during kidney development and repair 36, 37, in WT1^+^ PECs (Figure 5F). 

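A TGF-β list held 31 names for 30 genes, since Ctgf was also entered as Ccn2, and all 30 genes were in the counts. It and a list of 28 Notch genes were compared in the same way. In WT1+ PEC-like cells against all other cells, the TGF-β list had a median log2 fold change of 0.46 (-0.21 to 0.82), and 19 genes of the list were higher. This median lay above 99.93% of matched random lists. Within the libraries it was 0.59 for Sham, 0.19 for IRI24h-TDN and 0.41 for IRI24h-TD, above 99.99%, 78.7% and 99.4% of random lists. Bmp4 (3.35), Tgfb2 (2.38), Id3 (2.24) and Id1 (2.04) were among the genes with the higher log2 fold changes, and Bmp7 (-1.17) was lower. The Notch list had a median of 0.09 (-0.29 to 0.35), with 15 genes higher, and lay above 26.75% of random lists, so that as a set it was not apart from other genes. Within the libraries its median was 0.28, -0.11 and 0.01, above 85.2%, 3.75% and 4.85% of random lists. Single genes went both ways, with log2 fold changes of 2.46 for Heyl, 2.01 for Dll1, 1.91 for Jag1 and 1.40 for Notch1, and of -5.32 for Notch3 and -3.82 for Dll4. Endothelial-like cells had medians of 0.60 for TGF-β and 0.76 for Notch, both above those of WT1+ PEC-like cells, and the Notch median was also higher in neutrophil-like (0.77), monocytic-like (0.34) and mesangial-like cells (0.12). Against WT1- PEC-like cells the medians were 0.13 for TGF-β and -0.02 for Notch. Both values moved most under TMM scaling, the TGF-β median to 0.26 with 18 genes higher and the Notch median to -0.11 with 11 genes higher, so that the sign of the Notch median depends on the scaling, and against WT1- PEC-like cells it became 0.06.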

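A fixed list of 60 ligand-receptor pairs was used to count possible signals between cell groups, and a pair counted when the ligand was detected in at least 10% of the sending cells and the receptor in at least 10% of the receiving cells. The count depends on this list and is on another scale than the interaction numbers of Fig. 5G. It rests on detection alone, and free RNA can pass the limit, since Wt1 was found in 12.0% of monocytic-like cells and 16.1% of the cells of PTEC-like subclusters. WT1+ PEC-like cells as senders had 28 pairs with WT1+ PEC-like cells as receivers and 25 with WT1- PEC-like cells. Their counts for the other receivers were 24 for endothelial-like, 24 for mesangial-like, 23 for connecting tubule-like, 22 for neutrophil-like, 21 for distal convoluted tubule-like, 20 for ascending limb-like, 18 for podocyte-like, 18 for monocytic-like, 18 for PTEC-like, 16 for intercalated-like and 15 for lymphocyte-like cells. After thinning, the count with themselves was 22, with WT1- PEC-like cells 21, and with endothelial-like cells 21. Detecting pairs at 5% of cells in place of 10% moved the count most, to 36. At 20% of cells it was 23. WT1- PEC-like cells as senders had as many pairs, 28, with WT1+ PEC-like receivers (17 after thinning), 25 with endothelial-like and 25 with mesangial-like cells. After thinning, WT1+ senders had more pairs than WT1- senders with every receiver, such as 21 against 18 with endothelial-like and 20 against 17 with mesangial-like cells. WT1- PEC-like cells had 25 pairs with themselves and 16 after thinning, endothelial-like cells 19 and 17, and podocyte-like cells 5 and 3. The pairs of WT1+ PEC-like cells with themselves included Tgfb2 with Tgfbr2 and Tgfbr3, Jag1 with Notch1 and Notch2, Bmp4 with Bmpr1a, Wnt16 with Fzd4, and Spp1 with Cd44. Tgfb2 was detected in 27.1% of these cells and Tgfbr2 in 44.1%.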

The interaction heatmap indicated close communication of WT1^+^ PECs with other cell clusters and probably strong self-regulation in an autocrine manner (Figure 5G). These data suggested that WT1^+^ PECs might be involved in kidney regeneration after AKI.

Furthermore, we extracted PECs and PTECs, and subclustered them into 14 cell clusters (Figure 6A). 

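Here the 3413 PEC-like and PTEC-like cells were clustered again in the same way, and the resolution that gave 14 subclusters was taken, the number that the paper reports. Subclusters 3 and 5 were PEC-like (712 cells, median depth 6508 UMIs), and subclusters 2, 4, 6, 7 and 12 were PTEC-like (1208 cells, median depth 6518 UMIs). A subcluster was called mixed when at least 3 PEC marker genes and at least 3 PTEC marker genes were each detected in at least 25% of its cells. This held for subclusters 0 (621 cells), 8 (160), 9 (81), 11 (59) and 13 (6), 927 cells together. Their numbers are not those of the paper's clusters. The genes that led subcluster 9 were Top2a, Havcr1, Mki67, Ube2c and Birc5, and Havcr1, Krt20 and Gsta2 led subcluster 11. Subclusters 1 (492 cells) and 10 (74 cells) were neither, and in subcluster 1 the podocyte marker list reached 26544 CPM. In mixed subcluster 8 it reached 22265 CPM, with all 10 podocyte markers detected, and the genes of mixed subcluster 13 were closest to those of monocytic cells, with 50% of its cells among the top doublet scores. The number of cells in mixed subclusters moved most without correction between libraries, to 89.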

All marker genes are shown in Dataset S3. 

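Lrp2 (megalin, chromosome 2, 69424340 to 69586065) is a gene of proximal tubules, and none of the genes named here was used for the clustering or for calling a subcluster mixed. Lrp2 had a UMI in 85.4% of the cells of mixed subcluster 0, 63.1% of subcluster 8, 82.7% of subcluster 9 and 88.1% of subcluster 11. It was found in 90.4% of the cells of PTEC-like and 33.0% of those of PEC-like subclusters, and in 2.30% of podocyte-like cells. Its level was 651, 449, 326 and 312 CPM in subclusters 0, 8, 9 and 11, between 130 CPM in PEC-like and 2329 CPM in PTEC-like subclusters. Akap12 reached 1364, 497, 1287 and 1313 CPM in subclusters 0, 8, 9 and 11, against 2397 CPM in PEC-like and 132 CPM in PTEC-like subclusters. Cp reached 1799, 547, 1201 and 244 CPM in the same order, against 2997 CPM in PEC-like and 39.8 CPM in PTEC-like subclusters. Subcluster 13, with 6 cells, had Akap12 at 1661 and Cp at 814 CPM.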

Our results illustrated that cluster_6/9/4/7 cells expressed PTECs (Aldob, Lrp2), and PECs (Akap12, Cp) markers (Figure 6B). As shown in Table S1-2, the cell multiplet rates of each sample were 4.8%, 7.1%, 5.7% respectively, and they were all excluded after cell selection. We reasoned that these cells of cluster_6/9/4/7 could not be doublets and probably represented a transitional state from PECs to PTECs. 

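Doublet scores were computed here for each cell from simulated doublets, and cells with the top 6% of scores in each library were marked. In a test with planted doublets of PEC-like and PTEC-like cells of Sham this score marked 23% of them and 5.58% of the other cells, so it is a weak guide. Marked cells made up 6.12% of subcluster 0, 49.4% of subcluster 8, 1.24% of subcluster 9 and 5.08% of subcluster 11, and in the IRI libraries 1.52% of subcluster 0 and none of subclusters 9 and 11. Another test looked for genes that doublets of PEC-like, PTEC-like and podocyte-like cells cannot explain, with a level more than 3-fold above every cell class and every non-mixed subcluster of the same libraries, cell-cycle genes left out. In the Sham cells of subcluster 0 there were 14 such genes, among them Ptgds, Dio1, Wfdc16 and Fyb2, and in its cells of the IRI libraries there were 6. In the IRI cells of subcluster 9 there were 61 with cell-cycle genes and 9 without, which still included the cell-cycle-like genes Mastl, Prr11, Spc25 and Cenpk, and in those of subcluster 11 there was no such gene. Subcluster 8 had none over all cells. In the IRI libraries Mki67 or Top2a had a UMI in 61 of the 63 cells of subcluster 9, but only in 5 of 246 cells of PEC-like subclusters, 9 of 209 of PTEC-like subclusters and 62 of 14010 podocyte-like cells. The median depth of the cells was 10340 UMIs in subcluster 0, 12976 in subcluster 8 and 20283 in subcluster 11.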

Most cells in cluster_6 came from the AKI samples (Figure 6A), suggesting that they were a novel and specific cell type after injury. 

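The mixed subcluster that stood highest for Krt18 and S100a6, the genes that the paper names for its cluster_6, was subcluster 9, and its 81 cells are called STC-like here. Of these, 18 came from Sham, 26 from IRI24h-TDN and 37 from IRI24h-TD. The IRI libraries gave 77.8% of them (67.2 to 86.3), compared with 38.2% of all PEC-like and PTEC-like cells. As a share of the PEC-like and PTEC-like cells of each library, STC-like cells were 0.854% of Sham, 4.48% of IRI24h-TDN and 5.10% of IRI24h-TD. The IRI libraries gave 83.1% of the cells of subcluster 11 and 42.4% of those of subcluster 0. The share moved most when cells were counted without clusters, by at least 2 UMIs of the PEC list and 2 of the PTEC list after thinning, to 30.75%, which is below the 38.2% of all PEC-like and PTEC-like cells. That count takes in cells of any subcluster and rests on PTEC genes. In STC-like cells the PTEC list stood at 4424 CPM in Sham, 719 in IRI24h-TDN and 766 in IRI24h-TD. The count thus cannot tell fewer mixed cells from lower PTEC genes in the IRI libraries. Since S100a6 was higher in IRI24h-TDN than in Sham in every cell class compared, the choice of the subcluster is not independent of the library. The subcluster chosen from Sham cells alone, an alternative chosen after seeing the data, was subcluster 0.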

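Mitochondrial genes took a median of 5.69% of the UMIs of STC-like cells, 18.5% in PTEC-like subclusters and 4.35% in PEC-like subclusters. Of the STC-like cells, 92.6% were below the median of the PTEC-like subclusters. Mki67 (chromosome 7, 135689784 to 135716361) and Top2a (chromosome 11, 98992943 to 99024189) are genes of proliferating cells. Either had a UMI in 96.3% of STC-like cells and in 1.49% of PTEC-like subclusters, and after thinning in 94.7% and 0.30%. The share was 1.54% in PEC-like subclusters and 13.6% in subcluster 11. Mki67 and Top2a did not enter the clustering, but other cell-cycle genes did, so that STC-like cells were set apart partly by them. The share in STC-like cells moved most when the subcluster was chosen from Sham cells alone, to 4.67%, the value of subcluster 0. Slc22a2 (198-fold), Cd36 (137-fold) and Slc22a12 (121-fold) were lower in STC-like cells than in PTEC-like subclusters, and Ube2c (928-fold) and Pbk (478-fold) were higher.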

Besides, cluster_6 expressed a lower level of mitochondrial genes (Figure 6C) and a higher level of proliferating genes than PTECs (Figure 6D). Among the clusters_6/9/4/7, the cluster_6 cells expressed the highest level of the STC marker genes (Figure 6E). 

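Levels of these genes were compared over the 5 mixed subclusters. Havcr1, which encodes Kim1 (chromosome 11, 46735080 to 46779578), was at 841 CPM in STC-like cells and 3201 CPM in subcluster 11, and at 63.6 and 148 CPM in subclusters 0 and 8. Cd44 (chromosome 2, 102811141 to 102901665) was highest in STC-like cells at 113 CPM, against 65.7, 26.1 and 59.2 CPM in subclusters 0, 8 and 11. Anxa3 (chromosome 5, 96793339 to 96845966) was at 544 CPM in STC-like cells (507 to 583) and at 539.5 CPM in subcluster 11 (499 to 583), which is within counting error, and lower in the others. Vim (chromosome 2, 13573927 to 13582826) was at 1883 CPM in STC-like cells, 2073 CPM in subcluster 8 and 1032 CPM in subcluster 11. For Akap12, STC-like cells were within the range of the other mixed subclusters. So 2 of the 5 genes had their highest level in STC-like cells, Cd44 and, within counting error, Anxa3. With 4000 variable genes this count was 4, and at clustering resolution 0.5 it was 0.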

Altogether, these results showed that cluster_6 shared the STC characteristics.

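Because Krt18 (chromosome 15, 102028180 to 102032027) and S100a6 (chromosome 3, 90612882 to 90624181) served to choose the STC-like subcluster, their levels in it are no result, and only their spread over libraries and other cells is given. In STC-like cells Krt18 was at 59.1 CPM in Sham, 687 in IRI24h-TDN and 724 in IRI24h-TD. It had a UMI in 16.7% of the STC-like cells of Sham (3.58 to 41.4), which were 18 cells. Subcluster 10, which was not mixed, had Krt18 at 699 CPM and mixed subcluster 0 at 397 CPM, compared with 0.847 CPM in podocyte-like cells. S100a6 was at 54.9 CPM in the STC-like cells of Sham, 10161 in those of IRI24h-TDN and 9390 in those of IRI24h-TD. Over all cells, S100a6 rose from 68.8 CPM in Sham to 1440 and 1774 CPM in the IRI libraries, and its rise differed between cell classes by 6.01 on the log2 scale.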

The marker genes analysis showed that cluster_6 cells mainly expressed Krt18 and S100a6 (Figure 6F and Dataset S3) validated in the tdT^+^ PTECs of 24 h post-IRI kidney by immunostaining (Figure 6G). 

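In STC-like cells compared with PTEC-like subclusters, the translation list had a median log2 fold change of 0.90 (0.52 to 1.31), with 70 of 97 genes higher. The list of mitotic division had a median of 7.54 and that of DNA replication and repair 3.96, with every gene of both lists higher. Cell-cycle genes led this subcluster, so the last lists describe how it was set apart. Because PTEC-like cells came mostly from Sham and STC-like cells mostly from the IRI libraries, and 27 ribosomal protein genes were lower by at least 2 on the log2 scale in IRI24h-TDN than in Sham in every class compared, the translation value also depends on the libraries. Under TMM scaling, log2 fold changes in this comparison shift by -0.60 for every gene, and the translation median was 0.30 with 57 genes higher. In the same comparison the TGF-β list had a median of 1.23 (0.36 to 1.87), above 99.97% of random lists, and the Notch list 0.55 (-0.04 to 0.97), above 55.8% of them. These became 0.63 and -0.04 under TMM scaling, so that the Notch median changed its sign.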

GO analysis showed that cluster_6 cells were active in translation, mitotic division, DNA repair and organ regeneration (Figure 6H). Sox9 and Pax2 were the previously reported markers of progenitor cells involved in renal proximal tubule repair 15, 38. The percentage of WT1^+^ cells in STCs (cluster_6) and PECs (cluster_2/3/8) were not significantly different (81.31% vs 81.83%) (Figure 6I), while in WT1^+^ PECs, the percentage of cells co-expressing Sox9 or Pax2 was much lower than in WT1^+^ STCs (37.30% vs 72.05% for Pax2, 22.21% vs 87.58% for Sox9, and 13.64% vs 67.08% for co-expressing Pax2/Sox9) (Figure 6I). These data indicated that the WT1^+^ PECs were a different cell cluster from the Sox9^+^ or Pax2^+^ renal progenitors, which seemed similar to the WT1^+^ STCs in our study.

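A cell was counted as positive from 1 UMI, and the same shares were taken after thinning because STC-like cells were deeper (median 16271 UMIs) than PEC-like subclusters (median 6508 UMIs). Over all libraries, WT1+ cells were 66.7% of STC-like cells (55.3 to 76.8) and 82.9% of PEC-like subclusters (79.9 to 85.6), a difference beyond counting error. Wt1 stood at 181 and 467 CPM. After thinning these shares were 40.8% and 60.6%, with 5 and 47 cells left out. PEC-like subcluster 3 then had 73.2% WT1+ cells (68.6 to 77.5). PEC-like subcluster 5 had 42.0% (36.0 to 48.15), near the STC-like share (29.65 to 52.7), so the thinned difference lay in subcluster 3. The podocyte list stood at 3681 CPM in subcluster 3 and at 727.5 CPM in subcluster 5. Classes taken as background had Wt1 in 16.1% of PTEC-like subclusters and in 12.0% of monocytic-like cells, or 5.80% and 7.74% after thinning. Of WT1+ STC-like cells, 64.8% were Pax2+ (50.6 to 77.3), 79.6% Sox9+ (66.5 to 89.4) and 59.3% both (45.0 to 72.4). Of WT1+ cells in PEC-like subclusters, 37.8% were Pax2+ (33.9 to 41.9), 23.6% Sox9+ (20.2 to 27.2) and 14.2% both (11.5 to 17.3). After thinning, Pax2+, Sox9+ and both were 35.5%, 41.9% and 19.4% of WT1+ STC-like cells, against 16.6%, 12.2% and 2.23% of WT1+ cells in PEC-like subclusters. The intervals for Pax2 then overlapped (19.2 to 54.6 on 31 cells, and 13.1 to 20.6), while those for Sox9 (24.55 to 60.9, and 9.13 to 15.75) and for both (7.45 to 37.5, and 1.03 to 4.20) did not. Monocytic-like cells had Pax2 in 0.536% and Sox9 in 1.38% of cells. Pax2 lies on chromosome 19 from 44756045 to 44837871 and Sox9 on chromosome 11 from 112782224 to 112787760. By library, WT1+ cells were 55.6% of STC-like cells in Sham, 73.1% in IRI24h-TDN and 67.6% in IRI24h-TD, and 83.1%, 81.9% and 82.9% of PEC-like subclusters. The intervals of these shares overlapped within IRI24h-TDN (52.2 to 88.4, and 72.6 to 89.1) and IRI24h-TD (50.2 to 82.0, and 75.95 to 88.5). Only within Sham, with 18 STC-like cells, were they apart (30.8 to 78.5, and 79.3 to 86.3). Of the WT1+ STC-like cells, 0 of 10 in Sham (up to 30.85%), 89.5% in IRI24h-TDN and 72% in IRI24h-TD were Pax2+, and 50%, 84.2% and 88% were Sox9+, so the shares of STC-like cells come mainly from the IRI libraries. Of the WT1+ cells in PEC-like subclusters, 38.2%, 42.9% and 33.3% were Pax2+. PEC-like subcluster 5 had 79.8% Pax2+ and 43.1% Sox9+ among its WT1+ cells (39.8% and 23.0% after thinning), and mixed subcluster 0 had 68.4% and 84.8%, with Sox9 in 65.8% after thinning, while subcluster 11 had 89.5% Sox9+, so high shares of Pax2 and Sox9 are not particular to STC-like cells. The WT1+ share moved most on thinning in both groups.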

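Cells were ordered here by diffusion pseudotime over 10 components, a unitless distance from the cell richest in PEC marker UMIs, which lay in subcluster 5, and Monocle was not run. The median was 0.104 in PEC-like and 0.417 in PTEC-like subclusters. Of the 927 cells in mixed subclusters, 96.0% (94.5 to 97.2) lay between these medians. The medians of subclusters 8, 0, 11 and STC-like subcluster 9 were 0.217, 0.315, 0.357 and 0.381, and subcluster 13, with 6 cells, lay outside at 0.907. Subclusters 1 and 10, which were not mixed, also lay between, at 0.288 and 0.298, so a place between the medians is not particular to mixed cells. The start was set from PEC markers, so the order has no direction of its own. With 4000 variable genes the share between the medians moved most, to 71.15%.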

We performed computational single-cell pseudo-temporal trajectory analysis using Monocle 2 package and demonstrated a linear developmental progression from cluster_2/8/3 (PECs) to cluster_0/1/5/11 (PTECs) through the intermediate cluster_6/9/4/7 (Figure 6J). Combined with the genetic cell lineage tracing results* in vivo*, we propose that activated WT1^+^ PECs proliferated and developed into PTECs after severe IRI via STCs as the transitional stage. This process was most likely regulated by TGF-β and Notch signaling pathways.

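Proliferation in these groups was also compared by library. A UMI of Mki67 or Top2a was found in 5.53% of the cells in mixed subclusters of Sham (3.68 to 7.95), 20.0% of IRI24h-TDN (14.7 to 26.2) and 24.3% of IRI24h-TD (19.0 to 30.2), and after thinning in 4.51%, 15.5% and 19.8%. In PEC-like subclusters the shares were 1.29% of 466 cells in Sham, 0 of 94 cells in IRI24h-TDN (up to 3.85%) and 3.29% of 152 cells in IRI24h-TD. In PEC-like cells as a whole, Havcr1 was 63.2-fold higher in the IRI libraries than in Sham, with its UMIs there in 146 of 1064 cells. The cells of PEC-like subclusters held 1 UMI of it in all, so this rise lies outside them. From the order along pseudotime, combined with its genetic lineage tracing, the paper proposes that activated WT1+ PECs proliferated and became PTECs by way of STCs.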

### *In vitro* and *in vivo* differentiation of WT1^+^ PECs demonstrate their identity as a candidate for renal progenitor cells

Tissues from the kidneys of normal adult WT1^CreERT2^; Rosa26-tdT^fl/+^ mice were dissected and digested to single cell suspensions for cell culture. We used the 3T3 feeder cell-based system to culture clonogenic cells. In this system, maintenance of parietal epithelial stem/progenitor-like cells in a ground state was supported by a combination of growth factors and regulators of TGF-β, Wnt/β-catenin, and Notch pathways, as previously reported 39. In this culture system, cell colonies usually emerged 3-5 days after seeding, grew as homogenous and round-shaped clones, as shown in Figure 7A. The proportion of tdT^+^ clones (source WT1 ^+^ PECs) was approximately 10% in all clones. The tdT^+^ clones were then manually picked for long-term culturing. They have been passaged for more than 10 generations and showed the capacity to propagate *in vitro* readily.

We used 96-well ultra-low attachment plates with a U-shaped bottom to support the 3D suspension culture of tdT^+^ cells to determine their differentiation capacity *in vitro* and the formation of kidney organoids. The cells were seeded at a density of 10^4^/well. The tdT^+^ cells spontaneously formed aggregates 24 h after seeding that were further examined to detect whether they could differentiate into mature renal tubular epithelial cells or podocytes. After 10 days of differentiation, immunostaining showed the expression of tubular epithelium markers in the human kidney organoids (Figure 7B), including SLC22A6 (S2 segment of renal proximal tubules) and SLC12A1 (thick ascending limb cells from the loop of Helen's). Some tdT^+^ clones expressed the podocyte marker synaptopodin (SYNPO). In summary, WT1^+^ PECs could be expanded and cultured into kidney organoids* in vitro*.

Next, we expanded tdT^+^ cells to 4 × 10^6^ and transplanted the cells into the incision of the injured kidneys. When transplanted kidneys were analyzed one week after transplantation, large-scale engraftment of fluorescent cells was observed (Figure 7C). Frozen sectioning and immunostaining demonstrated the incorporation of tdT^+^ cells into the incised part, which lined structures with lumens in the mouse kidney. Most cells expressed PTEC marker genes, such as AQP1 and SLC22A6, and the tubular cell marker genes ATP1A1 and Pax8 (Figure 7D). This biased differentiation fate proportion *in vivo* was consistent with the 3D organoid differentiation data presented above. In summary, our data implicated that WT1^+^ PECs could serve as renal progenitor cells and differentiate into tubular cells during the kidney regeneration/repair process after injury.

## Discussion

AKI is a major complication in hospitalized patients and is associated with high morbidity and mortality, especially in critically ill patients 40. There is a lack of effective treatments for AKI in the clinic, so innovative and effective therapies, such as regenerative medicine, need to be urgently explored. Our current study showed that activated WT1^+^ PECs could proliferate and differentiate into PTECs and replenish the lost tubular cells in severe AKI. We provided evidence that WT1^+^ PECs can engraft and differentiate into tubular cells confirming that they are extra-tubular renal progenitors.

Previously, CD24^+^CD133^+^ progenitors isolated from adult human kidneys exhibited self-renewal potential, committed toward tubular lineage, and reduced the morphologic and functional kidney damage in mice suffering from acute renal failure, suggesting that these cells can participate in tubular regeneration in adult human kidneys 11, 14, 41. However, a mouse lineage tracing experiment to validate that PECs do replace tubular cells in AKI was long awaited and is still missing. Herein, we demonstrated that WT1^+^ PECs were activated and proliferated in mice with acute renal failure and ultimately developed into mature PTECs after severe AKI. Although WT1^+^ PECs could not be assigned to any previously reported subgroup of PECs 17 based on cell shape and marker genes, our data provided evidence that this subtype of PECs served as progenitors of renal proximal tubules.

Understanding the distinct regeneration modes is significant in preventing organ injury and promoting tissue regeneration. In some organs, such as the liver 42, 43, lung 44-46, and vascular smooth muscle 47, several regeneration modes may coexist. Three different modes of renal proximal tubule regeneration have been previously proposed 48. However, whether specialized progenitors are involved in repairing injured renal proximal tubules is controversial 4-6.

Lineage tracing is a powerful tool to track the fate of cells *in vivo* and provides enhanced spatial, temporal, and kinetic resolution of the mechanisms that underlie tissue renewal and repair 49. In the kidney, the Six2-GC and SLC34a1-GFP^CreERT2^ reporter systems can label epithelial cells, including some PECs, not all PECs 4, 6. Thus, the rare WT1^+^ PECs that serve as progenitors and differentiate to PTECs in our study (approximately 2% by lineage tracing, although it could be largely underestimated in 2D visualization) are easy to be neglected in these ubiquitous lineage tracing systems. In Berger *et al.*'s study, both PECs and STCs were labeled and PEC-rtTA-positive tubular cells proliferated after IRI, but no significant increase of labeled cells was observed in the “labeling-washout-injury” experiment 5. Several possibilities may explain the discrepancy between their results and ours. First, due to the diversity of PECs, different reporter mice likely label different PEC subpopulations. Second, our study focused on the subpopulation of WT1^+^ PECs, and it has been shown that only a small subset of PTECs derived from WT1^+^ PECs. Thus, the newly regenerated PTECs we observed, if they existed in Berger *et al.*'s experiments, would probably be overlooked by using PEC-rtTA mice and the low resolution of enzymatic β-gal staining reporter system. More importantly, the severity of the injury must be taken into consideration. It has been reported that the severity of the injury determines the regenerative mechanisms and cell types involved in other organs 50-52. Also, it was proposed that intratubular progenitors might only be recruited in severe injury in the kidney 48. Consistent with this notion, in our study, WT1^+^ PECs were not activated to regenerate PTECs in the mild injury model (Figure S4D).

Rinkevich *et al* have described lineage-restricted progenitor characteristics in mammalian kidney development, maintenance, and regeneration 53. The rare PTECs derived from WT1^+^ PECs in this study could be omitted in their ubiquitous lineage tracing system. In our study, 79.91 ± 1.83% Ki67^+^ PTECs were tdT^-^(Figure S5F), indicating that survived renal proximal tubular cells participate in the repair of injured proximal tubules, as reported previously 5, 6, 53. We also demonstrated that WT1^+^ PECs contribute to renal tubule regeneration during severe renal injury. Our discovery of WT1^+^ PECs as progenitors of PTECs provides an additional regeneration route to the existing mechanisms.

There are limitations to our study. While we provided strong evidence that WT1^+^ PECs could differentiate into PTECs in severe AKI by cell lineage tracing *in vivo*, the possibility of *de novo* WT1 expression in PTECs cannot be entirely excluded since a small fraction of PTECs might not be labeled due to the low labeling efficiency. Besides, it must be conclusively shown that WT1^+^ PEC-derived PTECs are the major contributor to renal tubular repair. In the future, employing a PEC-specific CreERT2, such as Cp-CreERT2, to perform PEC-specific WT1 knockout might resolve this issue. Also, since PTECs in AKI are vulnerable to enzyme dissociation, it possible to miss some key transcriptomic information due to inadequate capture of the damaged PTECs. The outstanding key issues, including the nature of the signals that activate WT1^+^ PECs and whether WT1^+^ PECs play a similar role in human kidneys, require more research in the future.

In conclusion, in this study, we demonstrated that WT1^+^ PECs, as a type of extra-tubular progenitor-like cells, could be activated and differentiate into PTECs after severe AKI. This newly discovered mechanism of kidney repair might be a supplemental mechanism to the pre-existing renal proximal tubule regeneration modes. Elucidation of these renal progenitors may provide a potential cell origin for kidney organoids culturing and a novel strategy for renal regenerative medicine.

## Materials and Methods

### Study Approval

All animal studies were performed adhering to the Guide for the Care and Use of Laboratory Animals and approved by the Experimental Animal Committee at the Nanfang Hospital, Southern Medical University.

### Statistical Analyses

All data examined were expressed as mean ± SD. Statistical data analyses were carried out using SPSS 22.0 (SPSS Inc., Chicago, IL). Two-tailed independent sample t-tests were performed when two groups of samples were compared. Comparison between three groups was made using one-way ANOVA followed by Bonferroni test or Dunnett's T3 procedure.

Detailed materials and methods are described in Supplementary Methods.

## Supplementary Material

Supplementary methods, figures and tables, legends for datasets 1-3. Click here for additional data file.

Supplementary dataset 1. Click here for additional data file.

Supplementary dataset 2. Click here for additional data file.

Supplementary dataset 3. Click here for additional data file.

Supplementary raw images. Click here for additional data file.

## Figures and Tables

**Fig 1:**
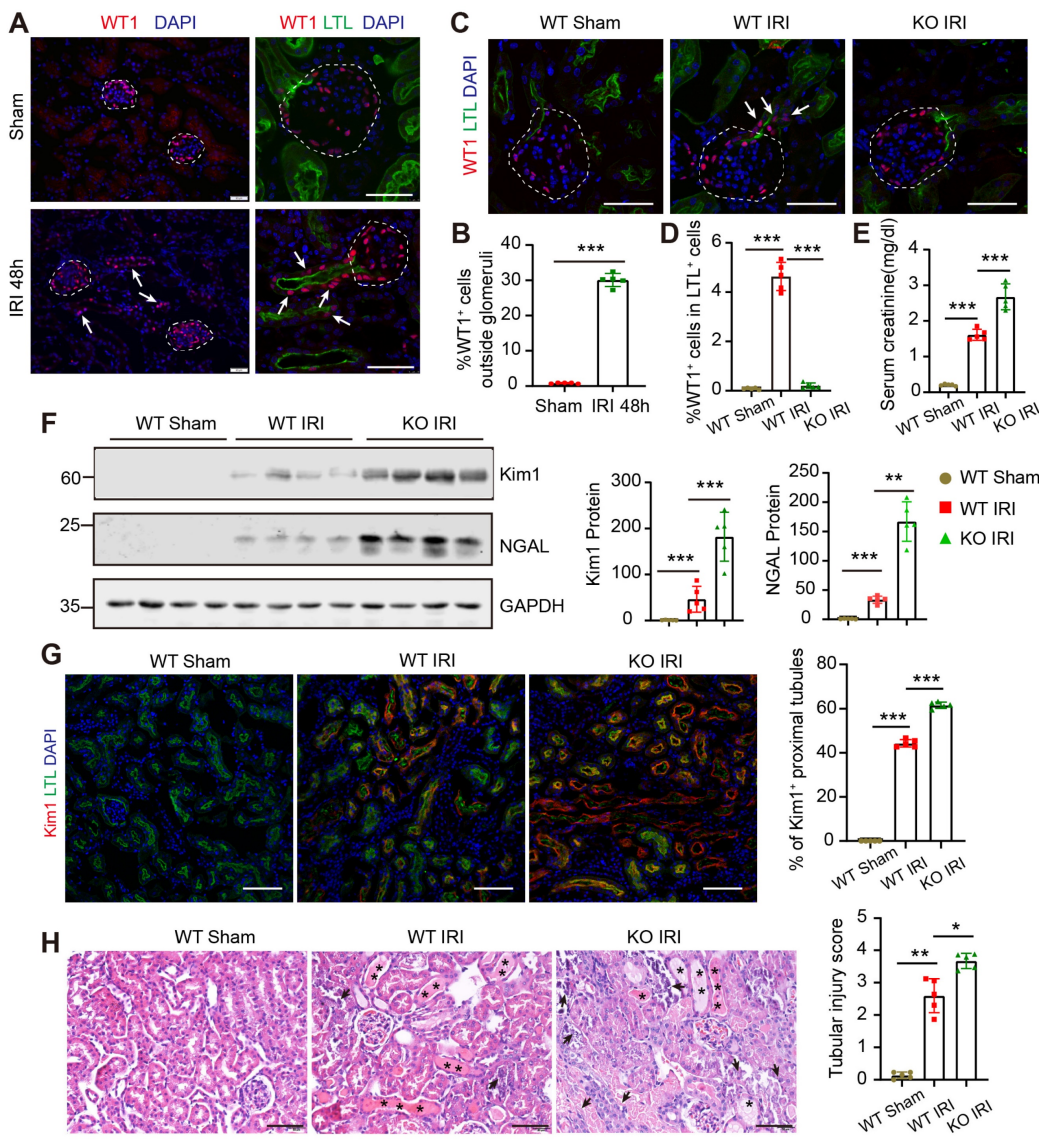
** WT1 expression in PECs and PTECs is essential for repair after severe acute kidney injury.** (A) Co-immunofluorescence staining for WT1 (red), LTL (renal proximal tubules, green), and nuclei (blue) shows increased WT1^+^ PTECs in severe injury mice compared with controls. The dotted line sketches glomeruli and arrows indicate WT1^+^ PTECs. Scalebar = 50μm. (B) Quantification of WT1^+^ cells (30.07 ± 1.87%) localized outside of the glomeruli after severe bilateral renal IRI. (C) Representative micrographs show WT1 expression in the kidney. The dotted line sketches glomeruli and arrows indicate WT1^+^ PTECs. Scalebar = 50μm. (D) Quantification of the WT1^+^ cells in LTL^+^ tubular cells. 0.09 ± 0.03% for WT Sham group, 4.64 ± 0.57% for WT IRI group, 0.21 ± 0.11% for KO IRI group. (E) Serum creatinine levels. (F) Representative Western blots showing renal expression and graphical representations of Kim1 and NGAL in each group. (G) Representative immunostaining images and quantification of Kim1 in kidney cortices. Scalebar = 100μm. (H) Representative images of H&E-stained kidney sections and quantitative scores of tubular injury 2 days post-sham or severe bilateral renal IRI. Asterisks indicate cast formation and tubular dilatation. Arrows highlight necrotic cells and cellular debris in the tubular lumen. Scalebar = 100μm. For staining quantification, 9-10 microscope fields were analyzed, and the mean data are presented as one point per mouse. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001. n = 5 for each group of mice. PECs, parietal epithelial cells; PTECs, proximal tubular epithelial cells; IRI, ischemia-reperfusion injury; WT Sham, wild type mice (WT1^fl/fl^ mice) underwent sham surgery; WT IRI, wild type mice underwent severe bilateral renal IRI surgery 2 days after Tamoxifen administration; KO IRI, WT1 gene conditional knockout mice (Pax8^CreERT2^; WT1^fl/fl^ mice) underwent severe bilateral renal IRI surgery 2 days after Tamoxifen administration.

**Fig 2:**
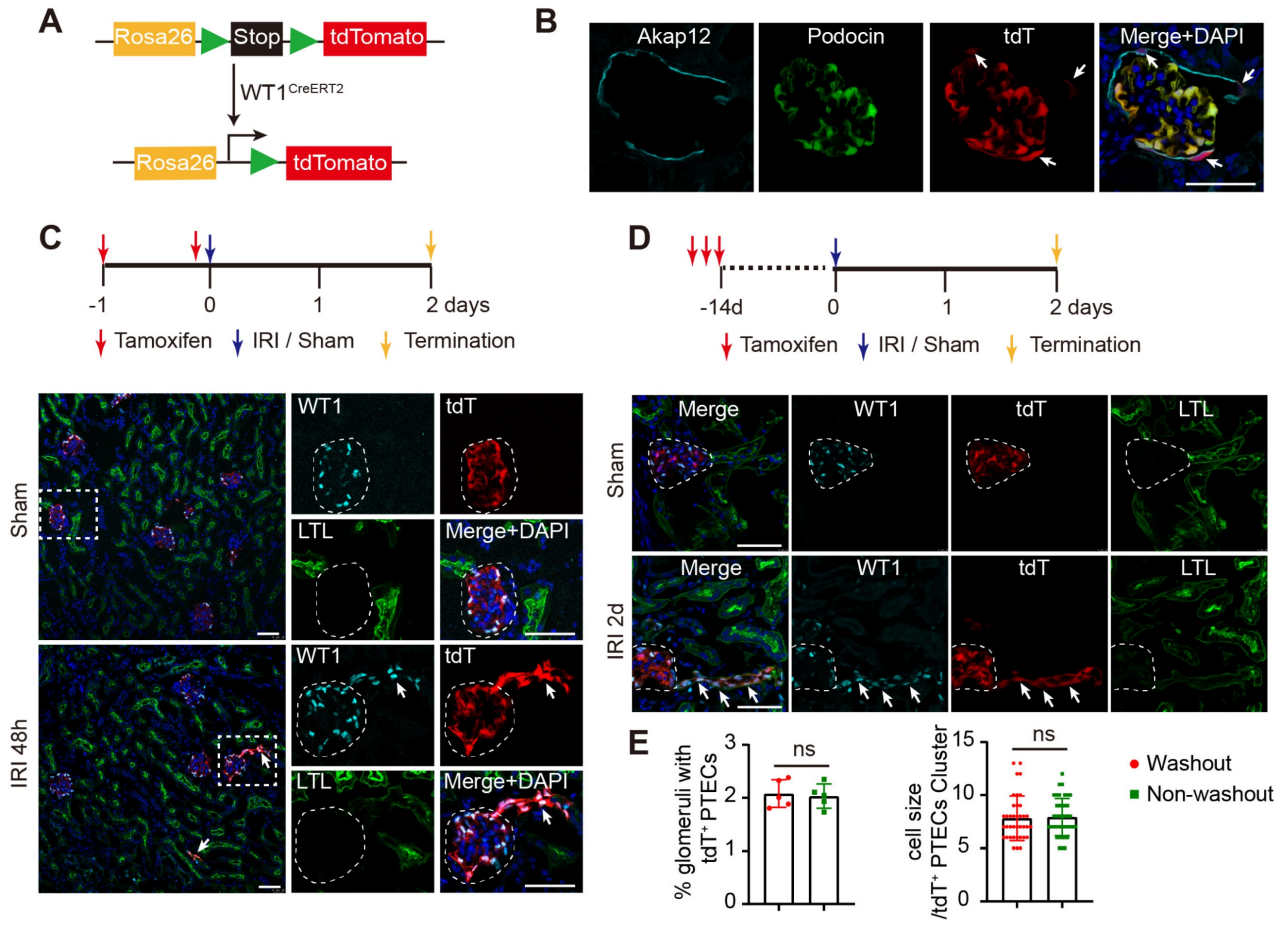
**WT1^+^ PTECs are derived partially from intrinsic WT1^+^ cells**. (A) Diagram of the generation of tamoxifen inducible WT1^CreERT2^; Rosa26-tdT^fl/+^ mice for genetic lineage tracing. (B) Immunostaining of frozen kidney sections from adult WT1^CreERT2^; Rosa26-tdT^fl/+^ mice after tamoxifen administration. Podocin, podocyte marker; Akap12, PECs marker. Arrows indicate tdT^+^ PECs. (C) “Label-injury” experimental setup. Representative micrographs show tdT^+^ cells at renal proximal tubules co-express WT1 in severe bilateral renal IRI at 48 h. (D) “Label-washout-injury” experimental setup. Representative micrographs show tdT^+^ cells at renal proximal tubules co-express WT1 in severe bilateral renal IRI at 48 h. (E) Quantification of the percentage of nephrons with tdT^+^ PTECs (2.03 ± 0.23% for non-washout; 2.08 ± 0.26% for washout; *P* = 0.764. 3 kidney slides from one mouse were analyzed and the mean data were presented as an independent point) and the number of tdT^+^ PTECs per cluster (7.93 ± 1.76 for non-washout; 7.82 ± 2.10 for washout; *P* = 0.804). ns, no significance. n = 5 biological replicates. The dotted line sketches glomeruli and arrows indicate tdT^+^ PTECs. Scalebar = 50μm. PECs, parietal epithelial cells; PTECs, proximal tubular epithelial cells; IRI, ischemia-reperfusion injury.

**Fig 3:**
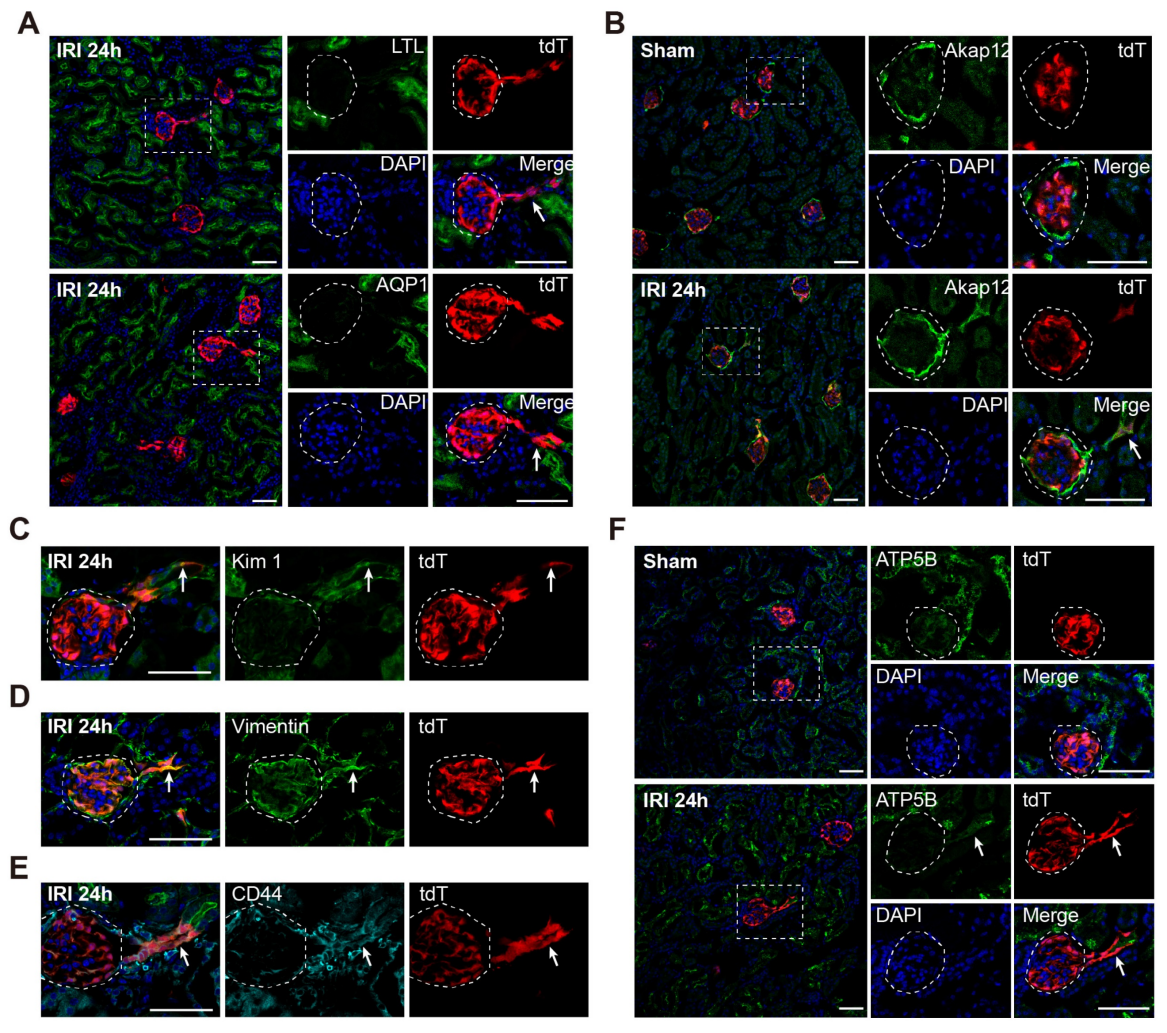
**WT1^+^ PTECs acquire transient STC phenotype in severe bilateral renal IRI at 24 h.** (A) Double staining for LTL and AQP1 shows that tdT^+^ PTECs lack expression of the brush border markers 24 h after severe IRI (arrows). (B-E) tdT^+^ PTECs share the universally acknowledged markers of STCs at 24 h after severe IRI. Double staining for Akap12(B), Kim1(C), Vimentin (D), and CD44 (E) show that most tdT^+^ PTECs co-express STCs markers (arrows). (F) Representative images of ATP5B immunostaining in the kidney 24 h after sham or severe IRI show fewer mitochondria in tdT^+^ PTECs. The dotted line sketches glomeruli. Scalebar = 50μm. PECs, parietal epithelial cells; PTECs, proximal tubular epithelial cells; STCs, scattered tubular cells; IRI, ischemia-reperfusion injury.

**Fig 4:**
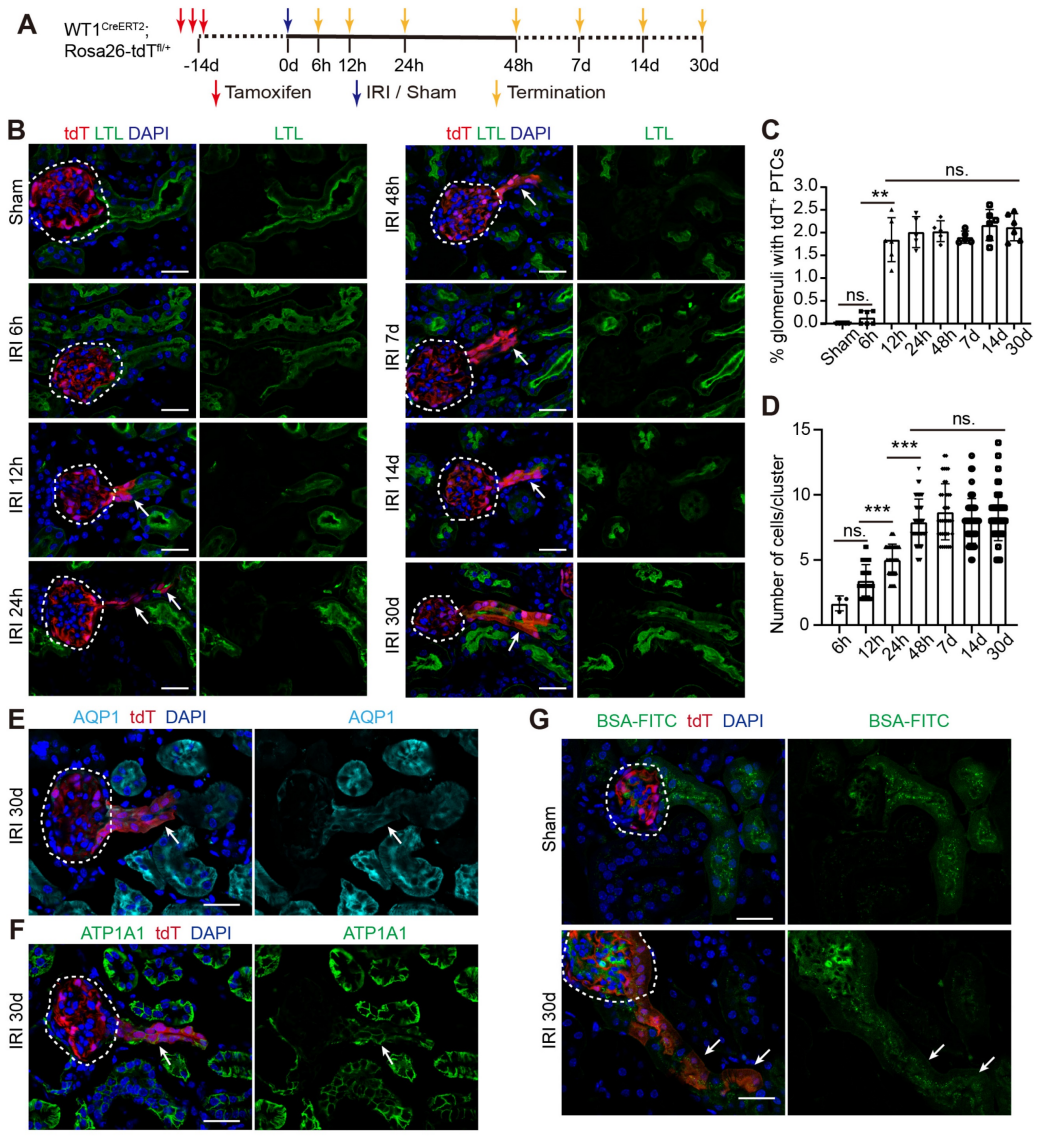
**WT1^+^ PECs develop gradually into mature PTECs after severe bilateral renal IRI.** (A) WT1^CreERT2^; Rosa26-tdT^fl/+^ mice are subjected to sham or severe IRI and sacrificed at indicated time (yellow arrows), n = 5-6 biological replicates. (B) Representative confocal micrographs show that tdT^+^ PECs migrate to the tubular-glomerular junction and acquire the brush border marker (LTL) 30 days after injury. (C, D) Quantification of the percentage of nephrons with tdT^+^ PTECs (0.13 ± 0.06% for 6 h, 1.85 ± 0.20% for 12 h, 2.01 ± 0.15% for 24 h, 2.03 ± 0.10% for 48 h, 1.90 ± 0.06% for 7 d, 2.17 ± 0.14% for 14 d, 2.12 ± 0.12% for 30 d. 3 slides from one mouse were analyzed and the mean data are presented as one point per mouse) and the number of tdT^+^ PTECs per cluster (1.67 ± 0.33 for 6 h, 3.44 ± 0.19 for 12 h, 5.03 ± 0.20 for 24 h, 7.93 ± 0.28 for 48 h, 8.70 ± 0.35 for 7 d, 8.00 ± 0.25 for 14 d, 8.32 ± 0.26 for 30 d). (E, F) Representative images of AQP1 and ATP1A1(Na-K-ATPase, located on the basolateral aspect of tubule cells) immunostaining in kidney sections at 30 days after severe IRI. (G) Representative images of BSA-FITC uptake show that the newly regenerated tdT^+^ PTECs at 30 days after the severe injury can reabsorb BSA-FITC. The dotted line sketches glomeruli and arrows indicate tdT^+^ PTECs. Scalebar = 20μm. PECs, parietal epithelial cells; PTECs, proximal tubular epithelial cells; IRI, ischemia-reperfusion injury.

**Fig 5:**
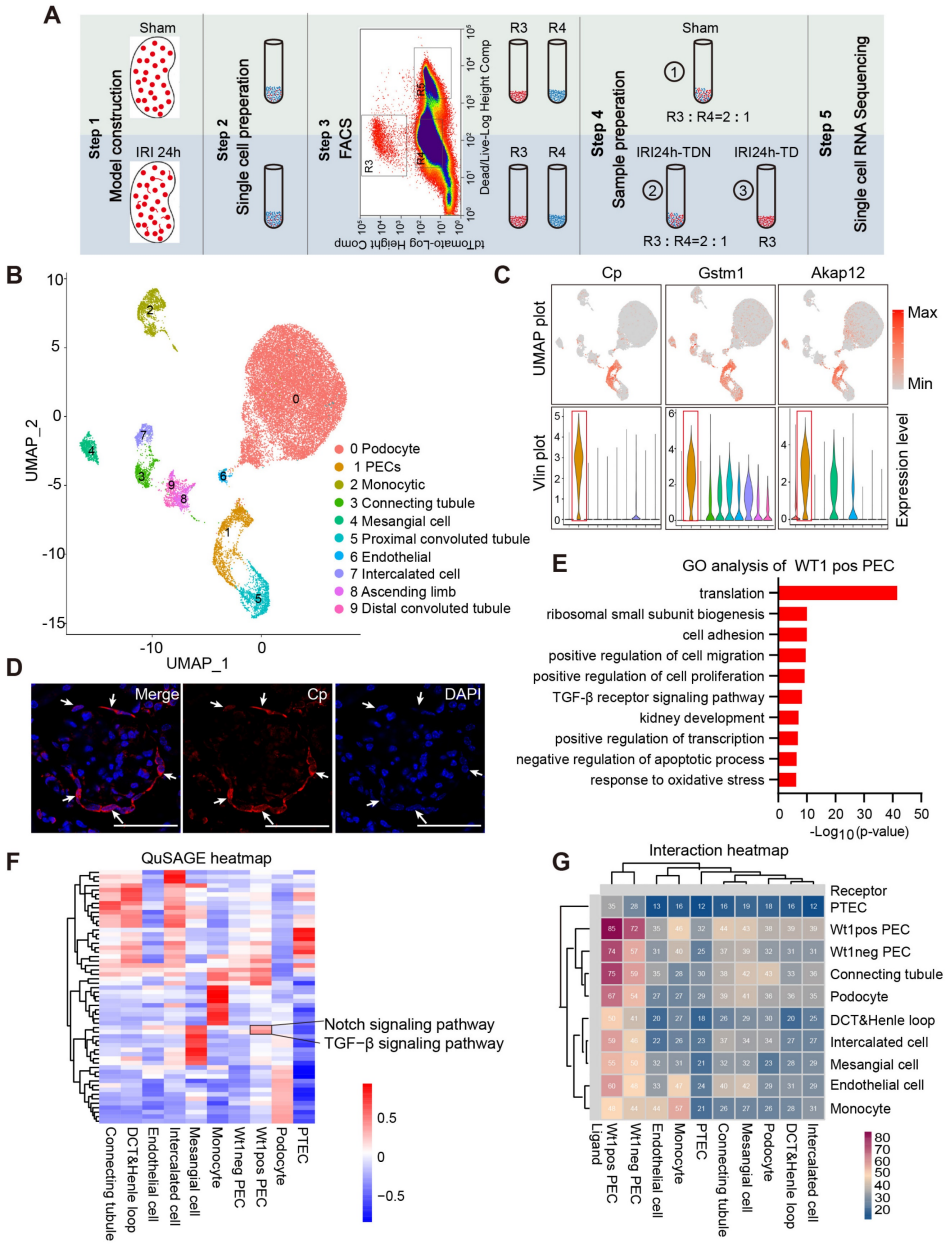
**Transcriptional features of WT1^+^ PECs**. (A) Outline of scRNA-seq experiments. Sham, single renal cell mixture from sham surgery; IRI24h-TDN, single renal cell mixture of tdT^+^ cells with tdT^-^ cells in a 2:1 ratio from mice that underwent severe bilateral renal IRI after 24 h; IRI24h-TD, single pure renal tdT^+^ cell mixture from mice that underwent severe bilateral renal IRI after 24 h. R3: tdT^+^ live cells; R4: tdT^-^ live cells; R5: dead cells. n = 4 kidneys per group. (B) UMAP plots: datasets from 3 samples integrated with Harmony. (C) Individual gene UMAP and Vlin plots show expression levels and distribution of the representative marker genes of PECs. (D) Representative micrographs of in situ hybridization of Cp. Arrows indicate Cp^+^ PECs. Scalebar = 50μm. (E) Selected GO terms of upregulated genes in the WT1^+^ PEC population. 915 genes were selected among all 22141 genes with *P* value < 5E-7. (F) Quantitative Set Analysis for Gene Expression (QuSAGE) heatmap of cell-type-enriched gene sets. (G) Interaction heatmap of all cell clusters. X-axis represents clusters as receptors and Y-axis represents clusters as ligands. The numbers indicate the number of cell-cell communication molecules between different clusters. PECs, parietal epithelial cells; PTECs, proximal tubular epithelial cells; IRI, ischemia-reperfusion injury.

**Fig 6:**
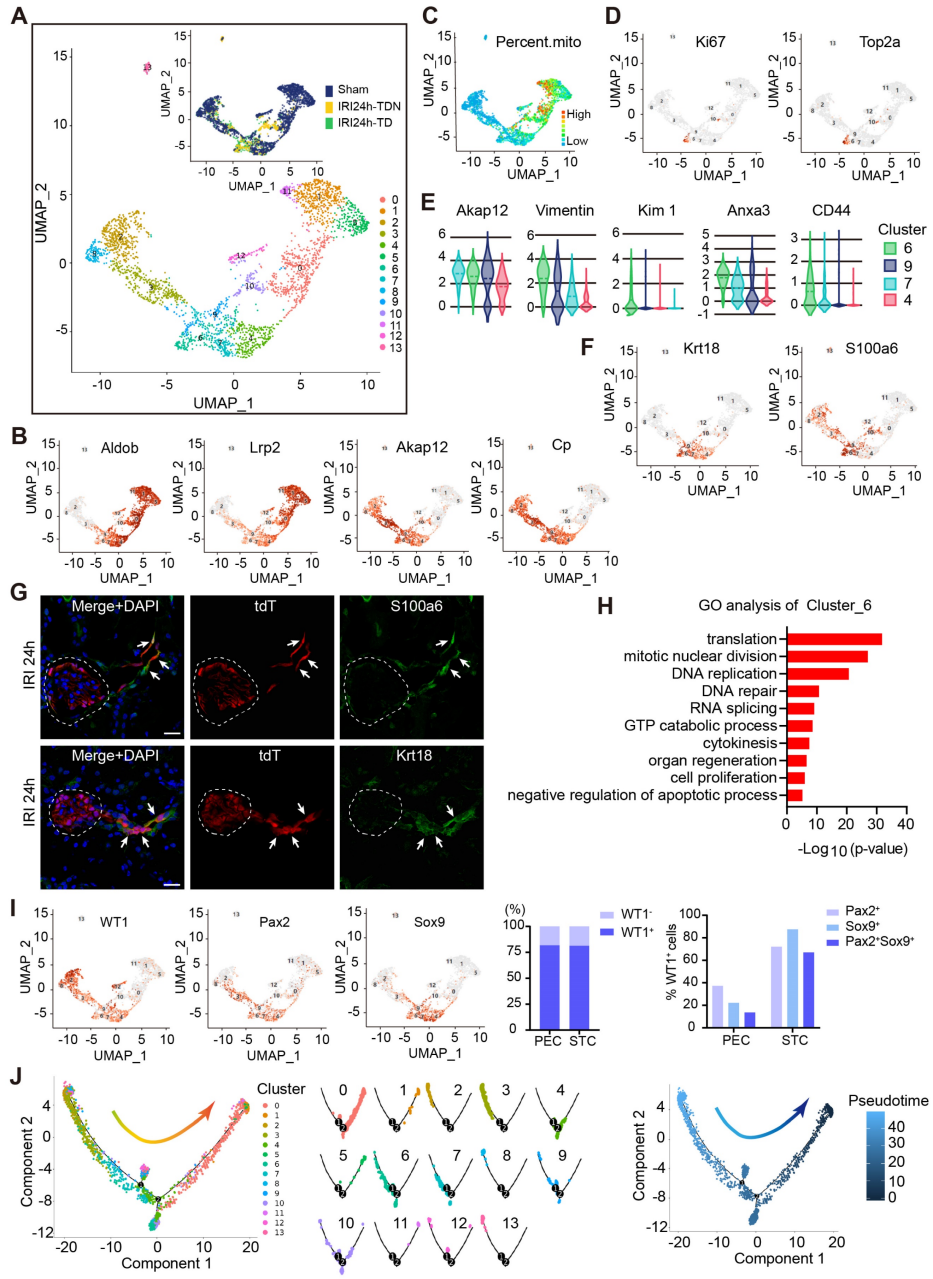
**WT1^+^ PECs serve as progenitors of PTECs and develop to mature PTECs through STC transitional stage.** (A) UMAP plots of PECs and PTECs re-clustering (2970 cells). (B) Individual gene UMAP plots show that the cluster_6/9/4/7 expressed both specific marker genes of PTECs (Aldob, Lrp2) and PECs (Akap12, Cp). (C) UMAP plots show a low percent mitochondrial gene expression in cluster_6/9/4/7. (D) UMAP plots show high expression levels of the proliferation markers (Ki67, Top2a) in cluster_6. (E) Vlin plots show high expression levels of the STC-specific marker genes in cluster_6. (F) UMAP plots of specific marker genes of cluster_6. (G) Representative immunostaining images show the expression of marker genes of cluster_6 (S100a6 and Krt18) in severe bilateral renal IRI at 24 h. The dotted line sketches glomeruli and arrows indicate tdT^+^ cells co-express S100a6 and Krt18. Scalebar = 20μm. (H) Selected GO terms of genes in cluster_6. 804 different genes were selected among all 22141 genes with *P* value < 6.47E-6. (I) UMAP plots and quantification analysis show the distribution of WT1, Pax2, and Sox9. The percentage of WT1^+^ cells in PECs (cluster_2/3/8) and STCs (cluster_6) was 81.83% and 81.31%, respectively. In WT1^+^ PECs, 37.30% was Pax2^+^, 22.21% was Sox9^+^, and 13.64% was Pax2^+^Sox9^+^; while in the WT1^+^ STCs, 72.05% is Pax2^+^, 87.58% is Sox9^+^, and 67.08% is Pax2^+^Sox9^+^. (J) Potential development trajectory of PECs and PTECs produced by Monocle 2. Arrow shows the potential developmental direction. Pseudo-time analysis in each cell cluster is shown in the middle panel. Pseudo-time (arbitrary units) is depicted from light to dark blue (right panel). PECs, parietal epithelial cells; PTECs, proximal tubular epithelial cells; STCs, scattered tubular cells; IRI, ischemia-reperfusion injury.

**Fig 7:**
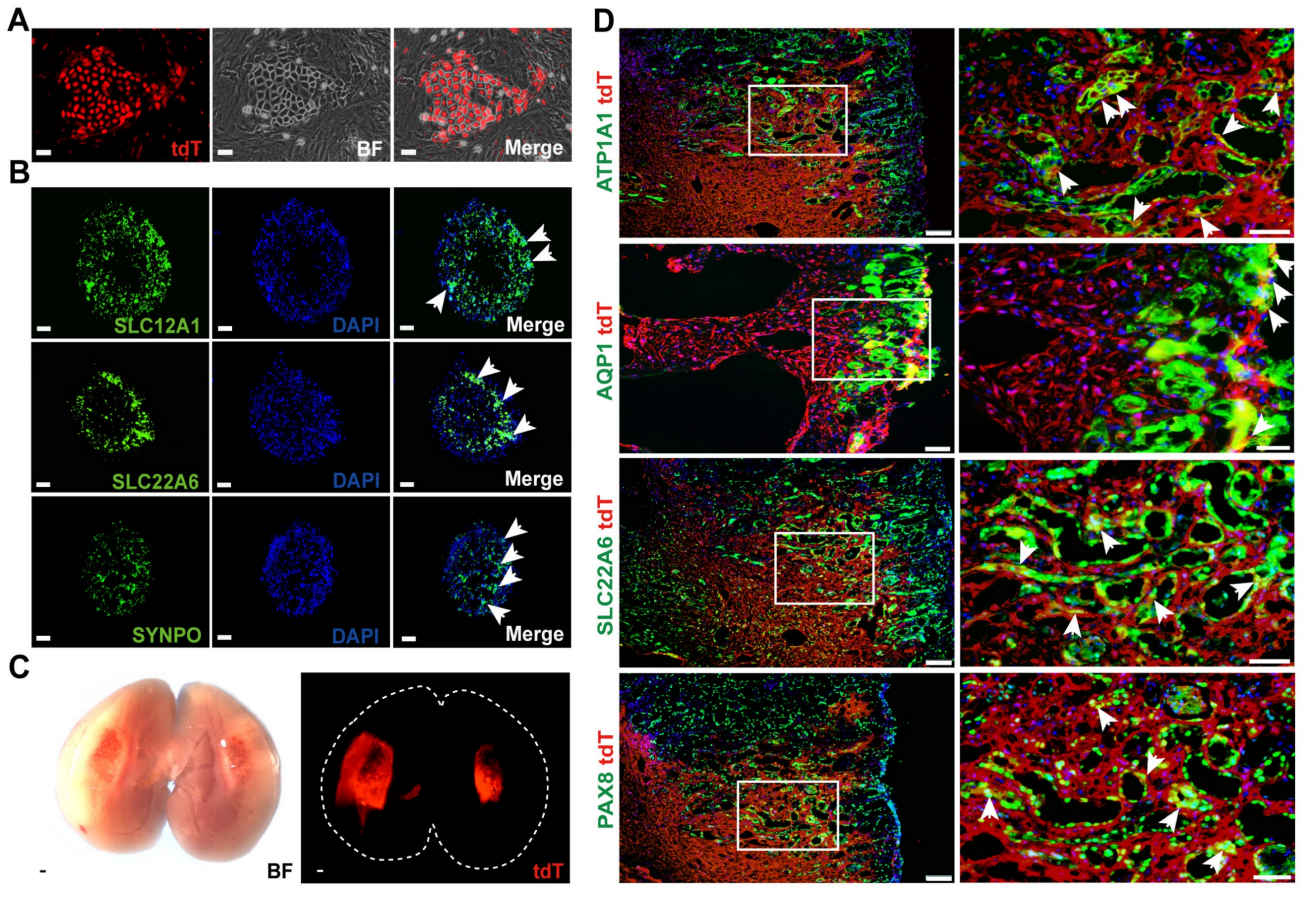
** WT1^+^ PECs show high proliferative and direct differentiation potential* in vitro* and* in vivo*.** (A) Representative images of tdT^+^ cell colonies emerging 3-5 days after seeding. Scalebar = 100μm. (B) Representative images of *in vitro* differentiation of tdT^+^ cell colonies. Arrows indicate that cell organoids after 10 days of differentiation express markers of proximal tubules (SLC22A6), thick ascending limb of loop of the Helen's (SLC12A1), and podocytes (SYNPO). Scalebar = 100μm. (C) Direct imaging of the mouse kidney following WT1^+^ cells transplantation. (D) Immuno-analysis for renal tubule markers (ATP1A1, Pax8) and proximal tubule markers (AQP1, SLC22A6) (arrows). Scalebar = 100μm (Left), 50μm (Right). PECs, parietal epithelial cells.

## Abbreviations

PECs: parietal epithelial cells
PTECs: proximal tubular epithelial cells
IRI: ischemia-reperfusion injury
STCs: scattered tubular cells
AKI: acute kidney injury
LTL: Lotus tetragonolobus lectin

## References

[1] Ronco C, Bellomo R, Kellum JA (2019). Acute kidney injury. Lancet (London, England).

[2] Scholz H, Boivin FJ, Schmidt-Ott KM, Bachmann S, Eckardt KU, Scholl UI (2021). Kidney physiology and susceptibility to acute kidney injury: implications for renoprotection. Nat Rev Nephrol.

[3] Kumar S (2018). Cellular and molecular pathways of renal repair after acute kidney injury. Kidney Int.

[4] Humphreys BD, Valerius MT, Kobayashi A, Mugford JW, Soeung S, Duffield JS (2008). Intrinsic epithelial cells repair the kidney after injury. Cell Stem Cell.

[5] Berger K, Bangen JM, Hammerich L, Liedtke C, Floege J, Smeets B (2014). Origin of regenerating tubular cells after acute kidney injury. Proceedings of the National Academy of Sciences.

[6] Kusaba T, Lalli M, Kramann R, Kobayashi A, Humphreys BD (2014). Differentiated kidney epithelial cells repair injured proximal tubule. Proc Natl Acad Sci U S A.

[7] Kumar S, Liu J, Pang P, Krautzberger AM, Reginensi A, Akiyama H (2015). Sox9 Activation Highlights a Cellular Pathway of Renal Repair in the Acutely Injured Mammalian Kidney. Cell Rep.

[8] Endo T, Nakamura J, Sato Y, Asada M, Yamada R, Takase M (2015). Exploring the origin and limitations of kidney regeneration. J Pathol.

[9] Chang-Panesso M, Kadyrov FF, Lalli M, Wu H, Ikeda S, Kefaloyianni E (2019). FOXM1 drives proximal tubule proliferation during repair from acute ischemic kidney injury. J Clin Invest.

[10] Gupta S, Verfaillie C, Chmielewski D, Kren S, Eidman K, Connaire J (2006). Isolation and characterization of kidney-derived stem cells. J Am Soc Nephrol.

[11] Sagrinati C, Netti GS, Mazzinghi B, Lazzeri E, Liotta F, Frosali F (2006). Isolation and characterization of multipotent progenitor cells from the Bowman's capsule of adult human kidneys. J Am Soc Nephrol.

[12] Langworthy M, Zhou B, de Caestecker M, Moeckel G, Baldwin HS (2009). NFATc1 identifies a population of proximal tubule cell progenitors. J Am Soc Nephrol.

[13] Lindgren D, Bostrom AK, Nilsson K, Hansson J, Sjolund J, Moller C (2011). Isolation and characterization of progenitor-like cells from human renal proximal tubules. Am J Pathol.

[14] Angelotti ML, Ronconi E, Ballerini L, Peired A, Mazzinghi B, Sagrinati C (2012). Characterization of renal progenitors committed toward tubular lineage and their regenerative potential in renal tubular injury. Stem cells (Dayton, Ohio).

[15] Kang HM, Huang S, Reidy K, Han SH, Chinga F, Susztak K (2016). Sox9-Positive Progenitor Cells Play a Key Role in Renal Tubule Epithelial Regeneration in Mice. Cell Rep.

[16] D'Agati VD, Shankland SJ (2019). Recognizing diversity in parietal epithelial cells. Kidney Int.

[17] Kuppe C, Leuchtle K, Wagner A, Kabgani N, Saritas T, Puelles VG (2019). Novel parietal epithelial cell subpopulations contribute to focal segmental glomerulosclerosis and glomerular tip lesions. Kidney Int.

[18] Appel D, Kershaw DB, Smeets B, Yuan G, Fuss A, Frye B (2009). Recruitment of podocytes from glomerular parietal epithelial cells. J Am Soc Nephrol.

[19] Berger K, Schulte K, Boor P, Kuppe C, van Kuppevelt TH, Floege J (2014). The regenerative potential of parietal epithelial cells in adult mice. J Am Soc Nephrol.

[20] Eng DG, Sunseri MW, Kaverina NV, Roeder SS, Pippin JW, Shankland SJ (2015). Glomerular parietal epithelial cells contribute to adult podocyte regeneration in experimental focal segmental glomerulosclerosis. Kidney Int.

[21] Kaverina NV, Eng DG, Freedman BS, Kutz JN, Chozinski TJ, Vaughan JC (2019). Dual lineage tracing shows that glomerular parietal epithelial cells can transdifferentiate toward the adult podocyte fate. Kidney Int.

[22] Kaverina NV, Eng DG, Miner JH, Pippin JW, Shankland SJ (2020). Parietal epithelial cell differentiation to a podocyte fate in the aged mouse kidney. Aging.

[23] Smeets B, Uhlig S, Fuss A, Mooren F, Wetzels JF, Floege J (2009). Tracing the origin of glomerular extracapillary lesions from parietal epithelial cells. J Am Soc Nephrol.

[24] Djudjaj S, Papasotiriou M, Bülow RD, Wagnerova A, Lindenmeyer MT, Cohen CD (2016). Keratins are novel markers of renal epithelial cell injury. Kidney Int.

[25] Smeets B, Kuppe C, Sicking EM, Fuss A, Jirak P, van Kuppevelt TH (2011). Parietal epithelial cells participate in the formation of sclerotic lesions in focal segmental glomerulosclerosis. J Am Soc Nephrol.

[26] Smeets B, Boor P, Dijkman H, Sharma SV, Jirak P, Mooren F (2013). Proximal tubular cells contain a phenotypically distinct, scattered cell population involved in tubular regeneration. J Pathol.

[27] Berger K, Moeller MJ (2014). Mechanisms of epithelial repair and regeneration after acute kidney injury. Semin Nephrol.

[28] Romagnani P (2011). Family portrait: renal progenitor of Bowman's capsule and its tubular brothers. Am J Pathol.

[29] Kreidberg JA, Sariola H, Loring JM, Maeda M, Pelletier J, Housman D (1993). WT-1 is required for early kidney development. Cell.

[30] Asfahani RI, Tahoun MM, Miller-Hodges EV, Bellerby J, Virasami AK, Sampson RD (2018). Activation of podocyte Notch mediates early Wt1 glomerulopathy. Kidney Int.

[31] Dong L, Pietsch S, Englert C (2015). Towards an understanding of kidney diseases associated with WT1 mutations. Kidney Int.

[32] Kaverina NV, Eng DG, Largent AD, Daehn I, Chang A, Gross KW (2017). WT1 Is Necessary for the Proliferation and Migration of Cells of Renin Lineage Following Kidney Podocyte Depletion. Stem Cell Reports.

[33] Petermann AT, Pippin J, Hiromura K, Monkawa T, Durvasula R, Couser WG (2003). Mitotic cell cycle proteins increase in podocytes despite lack of proliferation. Kidney Int.

[34] Shankland SJ, Smeets B, Pippin JW, Moeller MJ (2014). The emergence of the glomerular parietal epithelial cell. Nat Rev Nephrol.

[35] Fatima H, Moeller MJ, Smeets B, Yang HC, D'Agati VD, Alpers CE (2012). Parietal epithelial cell activation marker in early recurrence of FSGS in the transplant. Clinical journal of the American Society of Nephrology: CJASN.

[36] Mukherjee M, Fogarty E, Janga M, Surendran K (2019). Notch Signaling in Kidney Development, Maintenance, and Disease. Biomolecules.

[37] Sureshbabu A, Muhsin SA, Choi ME (2016). TGF-β signaling in the kidney: profibrotic and protective effects. Am J Physiol Renal Physiol.

[38] Lazzeri E, Angelotti ML, Peired A, Conte C, Marschner JA, Maggi L (2018). Endocycle-related tubular cell hypertrophy and progenitor proliferation recover renal function after acute kidney injury. Nat Commun.

[39] Wang X, Yamamoto Y, Wilson LH, Zhang T, Howitt BE, Farrow MA (2015). Cloning and variation of ground state intestinal stem cells. Nature.

[40] Vijayan A (2021). Tackling AKI: prevention, timing of dialysis and follow-up. Nat Rev Nephrol.

[41] Romagnani P (2009). Toward the identification of a "renopoietic system"?. Stem cells (Dayton, Ohio).

[42] Lin S, Nascimento EM, Gajera CR, Chen L, Neuhofer P, Garbuzov A (2018). Distributed hepatocytes expressing telomerase repopulate the liver in homeostasis and injury. Nature.

[43] Sun T, Pikiolek M, Orsini V, Bergling S, Holwerda S, Morelli L (2020). AXIN2(+) Pericentral Hepatocytes Have Limited Contributions to Liver Homeostasis and Regeneration. Cell Stem Cell.

[44] Chen J (2017). Origin and regulation of a lung repair kit. Nature cell biology.

[45] Kathiriya JJ, Brumwell AN, Jackson JR, Tang X, Chapman HA (2020). Distinct Airway Epithelial Stem Cells Hide among Club Cells but Mobilize to Promote Alveolar Regeneration. Cell Stem Cell.

[46] McQualter JL (2019). Endogenous lung stem cells for lung regeneration. Expert opinion on biological therapy.

[47] Majesky MW, Dong XR, Regan JN, Hoglund VJ (2011). Vascular smooth muscle progenitor cells: building and repairing blood vessels. Circulation research.

[48] Fujigaki Y (2012). Different modes of renal proximal tubule regeneration in health and disease. World J Nephrol.

[49] Romagnani P, Rinkevich Y, Dekel B (2015). The use of lineage tracing to study kidney injury and regeneration. Nat Rev Nephrol.

[50] Criscimanna A, Speicher JA, Houshmand G, Shiota C, Prasadan K, Ji B (2011). Duct cells contribute to regeneration of endocrine and acinar cells following pancreatic damage in adult mice. Gastroenterology.

[51] Tang J, Wang H, Huang X, Li F, Zhu H, Li Y (2020). Arterial Sca1(+) Vascular Stem Cells Generate De Novo Smooth Muscle for Artery Repair and Regeneration. Cell Stem Cell.

[52] Vaughan AE, Brumwell AN, Xi Y, Gotts JE, Brownfield DG, Treutlein B (2014). Lineage-negative progenitors mobilize to regenerate lung epithelium after major injury. Nature.

[53] Rinkevich Y, Montoro DT, Contreras-Trujillo H, Harari-Steinberg O, Newman AM, Tsai JM (2014). In vivo clonal analysis reveals lineage-restricted progenitor characteristics in mammalian kidney development, maintenance, and regeneration. Cell Rep.

How the deposited data were processed for this re-analysis (not part of the article)

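Single-cell RNA libraries were made on the BD Rhapsody platform from the kidney cortex of mice whose Wt1-expressing cells carry tdTomato (tdT), after sham surgery (Sham) and 24 h after severe bilateral ischemia-reperfusion injury (IRI24h-TDN, a mixture of tdT+ and tdT- cells, and IRI24h-TD, tdT+ cells alone). The authors deposited a table of UMI counts per gene and barcode for each library, with no normalization, and all values in them were whole numbers. The tables held 10062 barcodes and 20800 genes for Sham, 10062 barcodes and 20800 genes for IRI24h-TDN, and 9884 barcodes and 19242 genes for IRI24h-TD, or 22535 genes together. Sham and IRI24h-TDN hold tables of the same size, although their genes differ in part and most of their barcodes differ. Whether the equal size is chance or a table was cut short is not known. The paper's text names the Harmony algorithm and Monocle 2, and does not name the genome build, the limits for filtering cells or the software of the counting. It refers to its Supplementary Methods, which were not used here.

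From these counts, barcodes with fewer than 200 genes (1547 in Sham, 444 in IRI24h-TDN and 118 in IRI24h-TD) or more than 50% mitochondrial UMIs (468, 594 and 77) were left out. The kept cells had a median of 2653, 3040 and 3211 genes, and mitochondrial genes took a median of 4.28%, 3.92% and 3.27% of their UMIs. Counts were scaled to 10000 per cell and put on a log scale, and 2000 variable genes were chosen without the 16 genes that the paper names for its single cells and without mitochondrial, ribosomal and haemoglobin genes. Principal components (30) were corrected between libraries with the published Harmony procedure written in numpy 2.4.6 (theta 2), and cells were clustered on 15 neighbours by leidenalg 0.10.2 with igraph 0.11.9 at resolution 1. Python 3.11.15, scipy 1.17.1 and pandas 2.3.3 were used, with edgeR 4.0.16 in R 4.3.3 for an alternative scaling, and GENCODE M21 for gene positions.

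Clusters were named from lists of marker genes written before the data were examined, with 10 genes for podocytes, 12 for PECs, 16 for PTECs, 11 for monocytic cells, 5 for neutrophils, 8 for lymphocytes, 7 for connecting tubule, 10 for mesangial cells, 9 for endothelial cells, 7 for intercalated cells, 6 for ascending limb and 5 for distal convoluted tubule. The PEC list was taken from Dataset S2 of the paper, without the genes the paper reports as results. Since Dataset S2 comes from these same libraries, the PEC-like names, the mixed calls and the start of pseudotime are not independent of the paper's PECs. A rule for clusters led by interstitial fibroblast genes was added after the data were seen, and it left 132 cells without a name, 0.833%, 0.421% and 0.279% of the cells of Sham, IRI24h-TDN and IRI24h-TD. Differences from the paper's cell groups can come from these rebuilt names. PEC-like and PTEC-like cells were clustered again to 14 subclusters, at resolution 0.9. A subcluster with at least 3 PEC markers and 3 PTEC markers, each detected in 25% of its cells, was called mixed, and the mixed subcluster that ranked highest for Krt18 and S100a6 was called STC-like.

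Genes are named by a rule written before the data were examined: every gene the paper names for its single cells, members of the gene lists, and the 10 genes with the largest fold change in each direction for WT1+ against WT1- PEC-like cells, STC-like cells against PTEC-like subclusters, and PEC-like cells of the IRI libraries against those of Sham, with at least 50 counts and 50 CPM in the higher group. Lists for TGF-β, Notch, translation, mitotic division and DNA replication and repair were summarised by the median log2 fold change of CPM over genes with at least 10 counts, and set beside 10000 random lists drawn from 20 bins of mean expression. A gene without counts in a group was given the floor of 3 counts. Thinning to 2400 UMIs left out 334 of the 3413 PEC-like and PTEC-like cells. GO terms, QuSAGE, Monocle and the authors' interaction method were not run.

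With 1 library per condition no replicates exist, and no p-value was computed. The steps were tested on simulated data. In libraries drawn with 200 changed genes, 100% were recovered in each of 3 comparisons, over 8402 genes for WT1+ against WT1- PEC-like cells, 4635 for STC-like cells against PTEC-like subclusters and 10611 for PEC-like cells of the IRI libraries against Sham. Recovered means only that the fold had the planted direction, in genes with at least 50 expected counts. These draws held counting error alone, without spread between cells or libraries, so they say nothing about such spread. The doublet score marked 23% of planted doublets of PEC-like and PTEC-like cells in Sham and 5.58% of other cells, so that it misses most. Planted classes in 3600 simulated cells were found with a Rand index of 0.87 with correction between libraries and 0.43 without it.

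The alternatives set before the data were examined were other limits on genes and mitochondrial UMIs per cell, removal of cells with the top 6% of doublet scores, no correction between libraries, other clustering resolutions, other numbers of variable genes and subclusters, other limits for markers, positive cells and pairs, thinned counts, other scalings and filters for the lists, and other orders of the cells. Another 4 were chosen after seeing the data: leaving out 322 cell-cycle genes from the clustering, leaving out genes that differ alike between Sham and IRI24h-TDN in every class, choosing the STC-like subcluster from Sham cells alone, and leaving the subcluster richest in podocyte genes out of the PEC-like cells.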

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

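The tests of this part were chosen, or put in the form given here, only after the result was seen, and so was the rule that limits this part to the 10 genes with the largest rise.

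Among genes the paper does not discuss for its single cells, 9 of the 10 with the largest rise in PEC-like cells of the IRI libraries over those of Sham are given here, the other being Havcr1, which encodes the STC marker Kim1. They were Lcn2 (152-fold), Gm10073 (30.3-fold), Tpm3-rs7 (23.5-fold), Gm10269 (20.9-fold), Gm9843 (20.8-fold), Krt20 (19.9-fold), Gadl1 (17.5-fold), Gm11361 (17.0-fold) and Gm2000 (15.5-fold). Each condition has 1 library, so injury and library cannot be told apart, and the rises have no replicate check.

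Gm10073, Tpm3-rs7, Gm10269, Gm9843, Gadl1, Gm11361 and Gm2000, mostly names of pseudogenes or near copies, were higher in IRI24h-TDN than in Sham in each of 10 cell classes. If reads of genes with near-identical copies had been counted differently in Sham, every class would shift alike. The smallest of their median log2 changes over the classes, IRI24h-TDN over Sham, was 3.47, so a different counting of such reads is a candidate explanation. A change of these genes in all classes after injury stays open, and no test of it was possible with these libraries.

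Lcn2 had 10 counts in PEC-like cells of Sham and 2112 in those of the IRI libraries, at 1.09 and 165 CPM. Of the latter counts, 53.0% were in subcluster 10, which is not mixed, and 31.7% in subcluster 0. Subcluster 10 was called neither PEC-like nor PTEC-like. Its leading genes included Aqp3, a marker of the connecting tubule list, and 16.2% of its cells had Wt1. The part of the rise in subcluster 10 may thus lie outside PECs. Its rise ranged over 3.33 on the log2 scale between cell classes with more than 3 counts in more than 3 cells of Sham, against 2.32 for Gapdh, so a difference in counting cannot be told apart from a change of expression. In the IRI libraries podocyte-like cells held 3.97 CPM, monocytic-like cells 81.6 CPM and ascending limb-like cells 5610 CPM, and an earlier comparison of these levels left free RNA open. Counts spread evenly over the PEC-like cells, in proportion to their UMIs, would put Lcn2 in 91.4% of those of IRI24h-TDN and 42.9% of those of IRI24h-TD, but it was in 23.6% (19.7 to 27.9) and 9.24% (7.09 to 11.8), which argues against free RNA that reaches all these cells alike as the whole cause. RNA taken up by some cells, doublets with a class rich in Lcn2, and injury stay open, as untested.

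Krt20 had its counts in PEC-like cells of the IRI libraries mainly in mixed subclusters 0 (35.6%), 11 (30.0%) and 9 (19.2%). Its level in PEC-like cells was 187 times the higher of the levels in podocyte-like and monocytic-like cells of the same libraries, which argues against free RNA spread over all cells. A difference in counting that shifts every class alike would give all classes the same fold. From Sham to IRI24h-TDN, Krt20 in PEC-like cells rose from 7.07 CPM (5.45 to 9.01) to 215 CPM. PTEC-like cells had no (0) count in 1080 Sham cells (up to 0.419 CPM) and 255 CPM in IRI24h-TDN. These values argue against an equal shift as the whole cause. The limit set for this test was a range between classes above 2 times the 2.32 of Gapdh on the log2 scale. Whether the range passes it is not known. Only the PEC-like class (1 of 10) had more than 3 counts in Sham, so the range is known only to be at least 4.62. A rise with injury in part of the PEC-like cells stays open. PTEC-like cells of the IRI libraries held more Krt20 (211 CPM) than PEC-like cells (140.5 CPM), and doublets with a class rich in Krt20 were not tested.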

How the results depend on the processing

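Each of 24 results was computed again under alternatives, and a share was taken as moved when it left its 95% interval for counting error, and a count of cells when it changed more than 1.5-fold. When mixed cells were counted without clusters, 30.75% came from the IRI libraries, below the 38.2% of all PEC-like and PTEC-like cells. That count needs UMIs of the PTEC list, which stood lower in STC-like cells of the IRI libraries than in those of Sham. It therefore cannot decide whether the enrichment of IRI cells turned. With cell-cycle genes left out, the WT1+ share of STC-like cells (80%) was no longer below that of PEC-like subclusters (79.7%), within counting error. The median of the Notch list is near 0 and was -0.11 under TMM scaling. The median of the TGF-β list stayed between 0.26 and 0.46 and that of the Notch list between -0.11 and 0.19 under all 18 alternatives run for each. The number of kept cells stayed between 24668 and 27899 under 13 alternatives, and the number of pairs of WT1+ PEC-like cells with themselves between 23 and 36 under 17, while after thinning, which was not among these, it was 22. No paired analysis was possible because each condition has 1 library. The alternatives with cell-cycle genes left out of the clustering, with shifted genes left out, with the STC-like subcluster chosen from Sham cells, and with the podocyte-rich subcluster left out of the PEC-like cells were chosen after seeing the data. For the changes below the cause was not tested, apart from those that follow from how an alternative is built, such as fewer UMIs per cell or a higher number of UMIs for a positive cell.

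With thinned cells, Cp was found in 63.8% of PEC-like cells, Mki67 or Top2a in 0.30% of PTEC-like subclusters, WT1+ cells were 60.6% of PEC-like and 40.8% of STC-like cells, and of the WT1+ cells in the same order 16.6% and 35.5% were Pax2+, 12.2% and 41.9% Sox9+, and 2.23% and 19.4% both. When 2 UMIs made a cell positive, WT1+ cells were 65.3% and 51.9%, Pax2+ cells 25.1% and 48.1%, both 5.59% and 44.4%, and Sox9+ cells 15.1% of WT1+ PEC-like cells. With at least 500 genes per cell, WT1+ cells were 79.0% of PEC-like subclusters and 90.1% of mixed cells lay between the medians of pseudotime. With at most 20% mitochondrial UMIs, STC-like cells had Mki67 or Top2a in 78.2% and 81.5% of them were below the PTEC-like median of mitochondrial UMIs, the WT1+ share of PEC-like subclusters was 90.2%, of which 19.4% were Pax2+, 12.4% Sox9+ and 7.00% both, and 93.2% of mixed cells lay between the medians. Without a mitochondrial limit, there were 1245 PEC-like cells, 66.5% of them with Cp, 95 mixed cells, 100% of them between the medians, and a WT1+ share of 88.8%, with 22.6% Pax2+, 14.6% Sox9+ and 8.48% both. Without correction between libraries, there were 1314 PEC-like cells and 89 mixed cells, 100% of them between the medians, and WT1+ PEC-like cells were 25.9% Pax2+, 16.4% Sox9+ and 9.50% both. Without a mitochondrial limit and without correction no value for the STC markers can be given, because only 1 subcluster was mixed.

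With the top doublet scores removed, Cp was found in 67.1% of PEC-like cells, 4 STC markers were highest in STC-like cells, and 98.45% of mixed cells lay between the medians. With 4000 variable genes, there were 1377 PEC-like cells, 59.2% with Cp, 312 mixed cells, 71.15% of them between the medians, and 4 markers. With the reported genes kept, 1 marker was highest, the WT1+ share of PEC-like subclusters was 87.8%, with 21.2% Pax2+, 13.1% Sox9+ and 7.59% both, and 97.2% lay between the medians. At resolution 0.5, Cp was found in 64.2%, no marker (0) was highest, Mki67 or Top2a was in 88.8% of STC-like cells, and WT1+ cells were 76.2% of PEC-like subclusters. At resolution 2, there were 136 STC-like cells, 69.9% with Mki67 or Top2a, WT1+ PEC-like cells were 21.3% Pax2+, 13.9% Sox9+ and 7.87% both, and 93.8% of mixed cells lay between the medians. With 8 subclusters, there were 154 STC-like cells, 58.4% with Mki67 or Top2a and 42.2% WT1+, and 89.8% of PEC-like subclusters were WT1+, with 21.3% Pax2+, 13.3% Sox9+ and 7.66% both. With 20 subclusters, 53.6% of STC-like cells had Mki67 or Top2a, and 86.0% of PEC-like subclusters were WT1+, with 29.0% Pax2+, 17.9% Sox9+ and 10.3% both. With markers detected in 15% or 40% of cells, 92.4% and 94.5% of mixed cells lay between the medians, with thinned pseudotime 97.8%, and along the first principal component 92.5%. Counted per cell without clusters, the IRI share was 30.75%, and in the IRI libraries alone Mki67 or Top2a was found in 4.31% of PTEC-like subclusters.

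With cell-cycle genes left out, there were 30 STC-like cells, 100% of them below the PTEC-like median of mitochondrial UMIs and 80% WT1+, 4 markers were highest, Cp was found in 66.1% of PEC-like cells, 79.7% of PEC-like subclusters were WT1+, and 83.7% of mixed cells lay between the medians. With shifted genes left out, there were 145 STC-like cells, 36.55% with Mki67 or Top2a and 47.6% WT1+, 86.75% of PEC-like subclusters were WT1+, with 21.2% Pax2+, 13.1% Sox9+ and 7.50% both, and 94.2% lay between the medians. With the STC-like subcluster chosen from Sham cells, it had 621 cells, 42.4% from the IRI libraries, 4.67% with Mki67 or Top2a, and no marker (0) highest. With the podocyte-rich subcluster left out of the PEC-like cells, 88.4% of them had Cp, and the medians of the TGF-β and Notch lists were 0.46 and 0.09.

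Depth limits the shares of cells with a UMI: PEC-like subclusters had a median of 6508 UMIs and STC-like cells 16271, and shares are to be compared after thinning. The 81 STC-like cells allow intervals no narrower than 67.2 to 86.3 for a share near 77.8%.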

Differences from the paper's values

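The values the paper states for the number of kept cells, the number of PECs and the shares of WT1+, Pax2+ and Sox9+ cells lay within 1.5-fold of the main values here. Under the alternatives compared, both numbers of cells stayed within this limit, but some shares did not. The Pax2+ share of WT1+ PECs, 37.30% in the paper, was 16.6% in thinned cells and 19.4% with at most 20% mitochondrial UMIs. The WT1+ share of STCs, 81.31% in the paper, was 40.8% in thinned cells. The following results go another way than a statement of the paper.

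The paper reports activation of both the TGF-β and the Notch pathway in WT1+ PECs (Fig. 5F). Of these 2 lists, TGF-β stood apart from random lists over all libraries, though its median of 0.46 had an interval of -0.21 to 0.82 and within IRI24h-TDN it lay above only 78.7% of random lists, and the Notch list, with a median log2 fold change of 0.09 and above 26.75% of random lists, did not. Its median ranged from -0.11 (TMM scaling) to 0.19 over the 18 alternatives, whose places among random lists were not computed apart from TMM scaling, which leaves it as it was, and within the Sham library it lay above 85.2% of random lists. The paper's method for this, QuSAGE, was not run here.

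The paper states that cluster_6 had the highest level of the STC marker genes among its mixed clusters (Fig. 6E). Here 2 of 5 markers had their highest level in the STC-like subcluster, Anxa3 only within counting error, and Havcr1 was at 841 CPM in it and at 3201 CPM in subcluster 11. The count was 4 with 4000 variable genes, 4 with the top doublet scores removed, and 4 with cell-cycle genes left out of the clustering, the last chosen after seeing the values, and no setting gave all 5.

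The paper reports no difference in the WT1+ share between STCs and PECs (Fig. 6I). Here WT1+ cells were 66.7% of STC-like cells (55.3 to 76.8) and 82.9% of PEC-like subclusters (79.9 to 85.6), and 40.8% and 60.6% after thinning. The thinned difference lay in PEC-like subcluster 3 (73.2%), since subcluster 5 (42.0%) was near the STC-like cells. Subcluster 3 held more of the podocyte list (3681 CPM) than subcluster 5 (727.5 CPM). Before thinning, the intervals overlapped within IRI24h-TDN and within IRI24h-TD, and were apart only within Sham. With at least 500 genes per cell the shares were 69.1% and 79.0%, and with 2 UMIs for a positive cell 51.9% and 65.3%, and in both cases their intervals overlapped. With cell-cycle genes left out of the clustering, chosen after seeing the values, the shares were 80% and 79.7%.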

Other observations

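The tests of this part were chosen only after the result was seen, apart from the test on S100a6.

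Gapdh was at 448 CPM in Sham, 5.13 in IRI24h-TDN and 3.00 in IRI24h-TD. Of 4459 genes with at least 50 CPM in a library, 38 were lower than in Sham by at least 2 on the log2 scale in IRI24h-TDN in each of 10 cell classes and in both IRI libraries over all cells, 27 of them ribosomal protein genes, and 8 were higher by the same limit, 4 of them with names that begin with Gm. In PEC-like cells the genes that were most lower included Rps27 (384-fold), Rps29 (218-fold), Rps13 (128-fold), Rpl28 (103-fold) and Gapdh (102-fold). The smallest log2 change of Gapdh in any class was -5.20. Reads of genes with near-identical copies may have been counted differently in the Sham library, and a change in all classes after injury was not tested. The 38 lower genes also included Slc34a1, of the PTEC list, and Cyp2e1, Akr1c21, Igkc and Igha, so 1 cause need not hold for all. The PTEC list stood at 126.8 CPM in podocyte-like cells of Sham and 12.2 CPM in those of IRI24h-TDN. More free RNA in Sham was thus not excluded for Slc34a1. S100a6 also rose, from 68.8 to 1440 and 1774 CPM, but its rise ranged over 6.01 on the log2 scale between classes, against 2.32 for Gapdh, which argues against the same cause for it as a whole.

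Ribosomal protein genes were higher in WT1+ PEC-like cells than in other cells. PEC-like cells came in larger part from Sham, where part of these genes is counted higher, but the lowest median log2 fold change within a library was 0.63, so that the share of Sham cells is not the whole cause, and under TMM scaling the median over all libraries was 0.76. A biological difference of PECs stays open.

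Mixed subclusters hold marker genes of PECs and PTECs, and doublets could give this. The doublet comparison within libraries replaced an earlier version after its result was seen, in which subclusters 0, 9 and 11 had 21, 120 and 21 genes more than 3-fold above every class over all cells. For the Sham cells of subcluster 0, 14 genes above every class argue against doublets of PEC-like, PTEC-like and podocyte-like cells as the whole cause, while 9.50% of these cells were among the top doublet scores. The IRI cells of subcluster 0 had 6 such genes, below the limit of 10 that was set, and top doublet scores, a weak guide, in 1.52% of them. Their Sox9, a gene left out of the clustering, was at 925.5 CPM in IRI24h-TDN and 925 CPM in IRI24h-TD, or 5.42 (3.29 to 7.05) and 3.44 (1.12 to 5.36) times as high as in the highest class or subcluster that is not mixed, with intervals from cells drawn again. A doublet cannot exceed the higher of its parents, so Sox9 argues against such doublets as the whole cause there too. This rests on 1 gene, which is among the 6 above, a set below its limit. In IRI24h-TD the highest level it was compared with came from 4 counts in the 15 cells of subcluster 6. For the IRI cells of subcluster 11, doublets and a cell state of its own cannot be told apart, with none (0) of such genes and top doublet scores in 0% of them. The IRI cells of subcluster 9 had 9 such genes, 61 with cell-cycle genes counted, and top doublet scores in 0% of them. Of the mixed cells of the IRI libraries 22.3% (18.5 to 26.5) had Mki67 or Top2a, 61 of the 98 such cells being in subcluster 9, while a doublet could have at most the sum of the shares of its parents, 2.03% in PEC-like subclusters, 4.31% in PTEC-like subclusters and 0.443% in podocyte-like cells. Subcluster 9 was set apart partly by cell-cycle genes, so its excess follows from the clustering and cannot decide whether doublets are its whole cause. Without subcluster 9, 9.84% (7.02 to 13.3) of the mixed cells of the IRI libraries had Mki67 or Top2a. Their median depth was 13346 UMIs, against 7320 in PEC-like and 6472 in PTEC-like subclusters of these libraries. Cycling single cells grouped with doublets, and doublets with cycling cells of other classes, were not tested. In subcluster 8, 49.4% of the cells had top doublet scores, so that doublets are a candidate explanation there. Doublets with cells of other mixed subclusters were not excluded for any of them.

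Free RNA of PTECs could also bring PTEC genes into other cells. The PTEC list in subclusters 0, 9 and 11 was 17.6, 18.0 and 32.3 times as high as in PEC-like subclusters in the library where this ratio was lowest, which argues against free RNA that reaches all PEC-like cells alike. In IRI24h-TDN the PTEC list stood at 1176 CPM in monocytic-like cells, higher than the 719 CPM of STC-like cells there, compared with 32.5 CPM in PEC-like subclusters and 12.2 CPM in podocyte-like cells, so that uptake or a close contact of some cells with tubular RNA was not excluded.

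Wt1 made up 13.25% of the counts of Wt1 and the podocyte list together in STC-like cells and 17.6% in PEC-like subclusters, against 2.85% in podocyte-like cells. By library, the STC-like value differed, with 25.0% in Sham, 23.4% in IRI24h-TDN and 8.26% in IRI24h-TD. Podocyte-like cells had 2.62%, 2.96% and 2.89% in the same order. Free RNA of podocytes would bring Wt1 and the podocyte genes in the proportion they have in podocytes, so that it may add to Wt1 in these cells but is not its whole source. The 1 library of each condition limits this to a hypothesis.

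PTEC-like cells were present in the library of tdT+ cells. Of the PTEC-like cells of both IRI libraries, 40.25% were in IRI24h-TD, compared with 3.54% (2.94 to 4.23) of the named classes expected to lack tdT. Many of these cells were shallow, since the cells of PTEC-like subclusters had a median of 1002 UMIs in IRI24h-TD and 12071 in IRI24h-TDN. Among cells with at least 2400 UMIs the share of the cells of PTEC-like subclusters fell from 39.2% to 15.0% (9.53 to 22.0), compared with 2.61% (2.09 to 3.22) of the same named classes, of which lymphocyte-like cells had 2 of 17 and were too few to compare. Shallow droplets thus account for much of the pattern, but neither they nor carry-over of tdT- cells in the sort, which would give like shares in all these classes, are likely to be the whole cause. The unnamed cluster led by interstitial fibroblast genes was not counted among these classes. It had 41.5% of its cells of the IRI libraries in IRI24h-TD, and Wt1 in 59.3% of those and in 65.7% of its Sham cells, so whether it lacks tdT is not known, and if it does, carry-over would differ between classes. Doublets of PTECs with tdT+ cells were not tested. The podocyte list stood at 1786 CPM in the cells of PTEC-like subclusters of IRI24h-TD, against 334.8 CPM in those of IRI24h-TDN. Wt1 made up 3.17% (2.1 to 4.5) of the counts of Wt1 and this list in those of IRI24h-TD, against 2.89% in podocyte-like cells. Podocyte RNA, free or from doublets, could thus be the source of the Wt1 found in them. Descent of the PTEC-like cells from Wt1-expressing cells, or Wt1 expression in them at labelling, stays open.

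In the table of WT1- PECs in Dataset S2, the entries for Cp, C4, Col4a2 and Stc3 lie on a straight line through the 11 entries above them in all of the fold and share columns. The largest difference from the line was 5e-06, and the smallest for the 4 entries after them was 0.028. A series fill in a spreadsheet may have made these 4 entries, of which 2 names are absent from the counts and 2 genes are listed again elsewhere in the table. The table of WT1+ PECs was used here, and the table of WT1- PECs was not.

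Xist was found in 3, 4 and 5 cells of Sham, IRI24h-TDN and IRI24h-TD, and genes of the Y chromosome in 73.2%, 79.1% and 81.4% of the cells.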
